# Mapping of chromatin architecture and enhancer-promoter interactions in the cochlea

**DOI:** 10.3389/fmolb.2025.1683964

**Published:** 2025-10-15

**Authors:** Tuba Ege, Celia R. Bloom, Mi Zhou, Huizhan Liu, Litao Tao

**Keywords:** 3D genome organization, micro-C, chromatin architecture, enhancer-promoterinteractions, non-coding mutation, hearing loss

## Abstract

**Introduction:**

Chromatin interactions, particularly those between promoters and distal enhancers, enable precise gene regulation in specialized tissues, like the cochlea in the inner ear. Disruptions in these long-range interactions between enhancers and gene promoters are linked to hereditary hearing loss. For many genes important to cochlear development and function, the distal regulatory elements that control their expression remain unknown. Identifying these elements and studying their regulatory roles is challenging due to their distance from target genes and the spatial complexity of chromatin architecture.

**Methods:**

To address this, we employed Micro-C, a high-resolution chromatin conformation capture technique for mapping chromatin interactions, to construct a cochlea-specific chromatin interaction map. We then integrated epigenomic and transcriptomic data to interpret enhancer-promoter interactions involved in gene regulation.

**Results:**

Our analysis revealed unbiased tissue-specific long-range interactions, and some of those interactions overlapped with disease-associated deletions and active regulatory elements, such as the *NR2F1* locus, which is involved in Bosch-Boonstra-Schaaf optic atrophy syndrome (BBSOAS), and the *DLX5/6* locus, which is linked to Split-Hand/Foot Malformation Type 1 (SHFM1), suggesting that structural variants disrupting local chromatin architecture cause transcriptional dysregulation.

**Discussion:**

This study establishes a high-resolution interaction map of the cochlea, demonstrating how non-coding variants can impair tissue-specific gene regulation in hearing loss. Our dataset provides a foundational resource for analyzing hereditary hearing loss mutations and investigating transcriptional regulation in the cochlea.

## 1 Introduction

The complex cellular composition and specialized sensory functions of the inner ear, including both auditory and vestibular organs, require tight regulation and precision of gene expression in a spatiotemporal manner. The higher-order chromatin structures, essential for precise transcriptional regulation of genes for development and functions, remain poorly understood in inner ear organs, including the cochlea (Shi et al., 2024). Eukaryotic genomes are hierarchically compacted into chromatin, from nucleosomes to chromosome territories, through complex genetic and epigenetic mechanisms (Bolzer et al., 2005; Gibcus and Dekker, 2013). This spatial organization of chromatin influences gene regulation, genome stability, and cell identity (Dekker and Misteli, 2015; Dixon et al., 2015). Long-range chromatin interactions, mediated by multicomponent complexes, facilitate communication between distant genomic elements, including enhancer-promoter interactions that are essential for gene transcription (Miele and Dekker, 2008; Lieberman-Aiden et al., 2009; Visel et al., 2009; Deng and Blobel, 2010; Dean, 2011; Rao et al., 2014). These interactions are often stabilized within topologically associating domains (TADs), bringing enhancers into close proximity with their target promoters for efficient and precise gene control (Mora et al., 2015; Chen et al., 2021). Enhancers are a class of cis-regulatory elements (CREs) that function by binding specific transcription factors (TFs) to facilitate gene expression. These elements are traditionally difficult to study due to their methodologically elusive nature. Enhancers can regulate genes from distances spanning hundreds of kilobases to megabases (Preissl et al., 2023). This regulatory relationship is further complicated by the fact that multiple enhancers may regulate a single gene, or a single enhancer may control the expression of multiple genes. In some cases, enhancers form spatial clusters known as multi-enhancer hubs and work together to coordinate gene expression, sometimes even involving enhancers from different chromosomes (Uyehara and Apostolou, 2023). Disruptions to these chromatin interactions can misregulate gene expression, contributing to developmental defects, morphological abnormalities, and sensory disorders, including hearing loss (Bademci et al., 2020). Genome-wide studies have predicted numerous putative enhancers in vertebrates; however, only a small fraction have been directly linked to their target genes or functional phenotypic consequences. Filling this knowledge gap is particularly critical for understanding hereditary hearing loss, where approximately half of all cases present no mutations in gene coding sequences or proximal promoter regions and are therefore likely to be occurring in relatively poorly annotated non-coding regions of the genome. Further complicating this challenge, the paucity of inner ear cells and the difficulty in accessing inner ear organs in their bony labyrinth structure hinder the identification of disease-causing regulatory variants and the functional validation of candidate enhancers (Wong et al., 2020; Tao et al., 2021).

To analyze complex chromatin interactions, chromosome conformation capture-based methods (3C-based), including 3C, 4C, 5C, and Hi-C, have been developed to profile spatial genome organization. While 3C, 4C, and 5C are targeted and require prior knowledge of specific loci, Hi-C and its high-resolution adaptation, Micro-C, enable the unbiased mapping of genome-wide interactions without prior knowledge of interacting elements (Dekker and Mirny, 2013; Sun et al., 2024). The improved resolution and sensitivity of these methods help define TADs and chromatin looping (Hsieh et al., 2020). While Hi-C and related techniques have advanced our understanding of genome structure, their limited resolution, uneven fragment sizes, and high background noise make it difficult to detect fine-scale regulatory interactions in specialized tissues like the cochlea. Micro-C overcomes these issues by using micrococcal nuclease (MNase) to fragment chromatin into individual nucleosomes in a motif-independent manner. This approach generates consistent fragment sizes (100–200 bp), improves genome-wide coverage, and enables analysis at finer resolution than conventional Hi-C, which is critical for identifying cochlea-specific enhancer-promoter interactions (Hsieh et al., 2020; Akgol Oksuz et al., 2021; Lee et al., 2022). In this study, we focused on 5–10 kb contact maps, which provided an appropriate balance between resolution and signal-to-noise. This resolution also enables a closer examination of long-range chromatin interactions, facilitating the scanning of nearby regions by promoters and enhancers to identify their interaction partners.

Here, we apply Micro-C to the postnatal mouse cochlea to generate a high-resolution chromatin interaction map, identifying enhancer-promoter loops at disease-relevant loci in the cochlea. Integrating Micro-C with cochlear epigenomic and transcriptomic data (ATAC-seq, H3K27ac, H3K4me1, CTCF), we demonstrate that disease-associated structural variants overlap key loop anchors, suggesting a mechanism by which mutations in distal non-coding regions could disrupt chromatin architecture and gene regulation in hearing disorders.

To demonstrate the power of Micro-C to identify fine-scale chromatin architecture in the cochlea, we focused on two neurodevelopmental disorders, Bosch-Boonstra-Schaaf optic atrophy syndrome (BBSOAS) and Split-Hand/Foot Malformation Type 1 (SHFM1), where long-range enhancer dysregulation is implicated in auditory dysfunction. BBSOAS, caused by haploinsufficiency of the *NR2F1* gene, which is critical for auditory system development, is characterized by optic atrophy and often includes sensorineural hearing loss (Brown et al., 2009; Chen et al., 2016). While the human *NR2F1* regulatory landscape is poorly defined, mouse studies indicate a critical distal enhancer within the *Mctp1* gene regulating *Nr2f1* expression in the cochlea. Deletion of this enhancer, leaving the coding sequence intact, reduces *Nr2f1* expression by 50% and causes hearing loss, demonstrating the pathogenic potential of enhancer disruption (Tang et al., 2006; Tarchini et al., 2018). SHFM1, a congenital limb malformation often accompanied by sensorineural hearing loss, frequently lacks *DLX5* or *DLX6* coding region mutations (Birnbaum et al., 2012a; Allen et al., 2014). Instead, structural rearrangements disrupt distal enhancers found within the *DYNC1I1* gene that are essential for proper *DLX5/6* expression (Brown et al., 2010). In humans, deletions, duplications, or inversions that disrupt the physical proximity between *DYNC1I1* enhancers (exons 15–17) and the *DLX5/6* locus are associated with limb and inner ear abnormalities (Birnbaum et al., 2012b; Ambrosetti et al., 2023). Mouse models confirm these exonic regions function as enhancers; their deletion downregulates *Dlx5/6*, causing inner ear anomalies that include cochlear malformations and hearing loss (Birnbaum et al., 2012b). However, the direct evidence of the tissue-specific chromatin loops connecting these critical enhancers to their target promoters within the cochlea has yet to be established. This information gap prevents our understanding of how their disruption causes tissue-specific transcriptional dysregulation and hearing loss. Our work elucidates the 3D regulatory landscape of the auditory system and establishes a framework for understanding the functional impact of non-coding mutations.

## 2 Results

### 2.1 Sample preparation and data processing

We applied Micro-C, a high-resolution chromatin interaction assay, to the postnatal day 0/1 (P0/1) mouse cochlea. This developmental stage represents a critical window for maturation of the auditory system, including sensory hair cells, where precise enhancer-driven gene regulation is essential. Using four total replicates [three biological replicates (Replicate 1, 2, 3) and one technical replicate (Replicate 4)], we aligned paired-end reads to the mm10 genome with BWA-MEM. We then used custom scripts to filter our data to retain only chimeric (distal) read pairs and remove self-ligation and short-range artifacts. Read pairs were defined as chimeric if they mapped to different chromosomes, showed atypical mapping orientation (such as both reads aligning to the same strand), or were separated by more than 2,000 base pairs in the linear genome. These pairs were selected to identify candidate long-range interactions. As shown in Supplementary Figure S1A (unfiltered), dense contact signals include high levels of background noise from self-ligation and short-range artifacts. After filtering for chimeric reads (Figure 1A), the contact map becomes sparser but cleaner, enhancing the visibility of biologically meaningful long-range contacts. Filtered reads were then processed using Dovetail pipeline modules featuring *pairtools*, including parsing, sorting, duplicate removal, and contact classification steps, to generate a high-resolution chromatin contact map. We also excluded reads mapping to mitochondrial and Y chromosomes to eliminate non-nuclear and sex-specific signals. This approach enabled genome-wide classification of interaction types (including cis/trans and short/long-range) with enriched detection of functional enhancer-promoter interactions, analyzed at high resolutions (5–10 kb binning) to capture long-range interactions.

**FIGURE 1:**
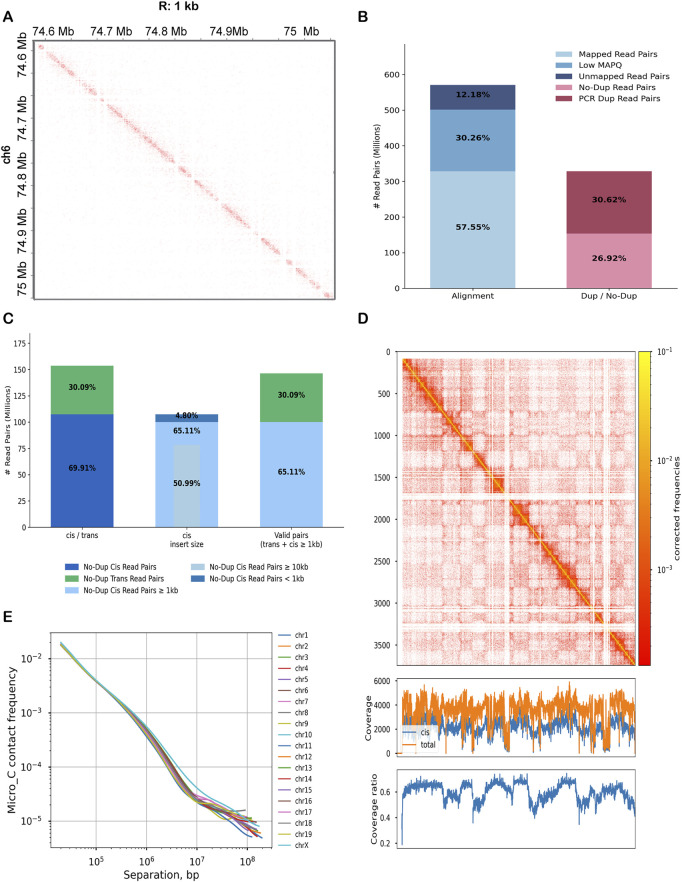
Genome-wide Micro-C contact mapping and quality assessment. **(A)** Chromatin contact map for a representative region of chromosome 6, 1 kb resolution (74.0–75.1 Mb). **(B)** Read the processing summary from total to high-quality contacts. Bars indicate total read pairs, alignment efficiency, and proportions of read pairs retained after duplicate removal and quality filtering. Color coding distinguishes total read pairs, mapped read pairs, low Mapping Quality (MAPQ), unmapped read pairs, no-dup read pairs, and PCR dup read pairs. **(C)** Distribution of valid read pairs by interaction type and genomic distance. From left to right, bars represent: all no-dup read pairs; classification into cis (intra-chromosomal) and trans (inter-chromosomal) contacts; cis contacts further stratified by genomic distance (≥10 kb, ≥1 kb, <1 kb); and valid pairs (trans plus cis ≥1 kb). **(D)** Chromosome-wide contact coverage on chromosome 6. The upper heatmap depicts the high-resolution cis contact map, while the lower line plots show normalized coverage (cis and total) across genomic bins. **(E)** Decay of contact probability with increasing genomic separation, P(s).

### 2.2 Quality assessment of micro-C library

We next assessed library quality and interaction complexity to ensure this map accurately reflects cochlear chromatin architecture. From approximately 570 million total read pairs, we obtained 57.6% uniquely mapped reads, with 26.9% passing all quality filters, resulting in a high-quality dataset with strong signal and low noise (Figure 1B; Table 1). Interaction classification revealed that 70% were intra-chromosomal (cis), with over 65% spanning ≥1 kb (half exceeding 10 kb), demonstrating the efficiency of Micro-C in capturing long-range interactions (Figure 1C). In total, 95.2% of mapped unique reads met validity criteria (cis ≥1 kb or trans), providing us with a detailed level of resolution of cochlear-specific chromatin loops and domains. Parallel analysis of unfiltered data confirmed our filtered data set was biologically enriched rather than technically biased (Supplementary Figures S1A and S1B; Supplementary Table S1). To show replicate-level resolution of library quality, we generated summary plots for each replicate showing mapping performance, PCR duplication, cis/trans ratios, and interaction distance distributions (Supplementary Figures S2A–S2L; Supplementary Table S2).

**TABLE 1:** Summary of valid Micro-C read pairs and interaction classifications for the filtered dataset. Read pairs were aligned to the reference genome and processed through filtering steps to remove low-mapping-quality reads and PCR-derived duplicates.

Category	Count	Percent	Basis of proportion
Total Read Pairs	570,717,912	100.00%	Proportion of Total Read Pairs
Unmapped Read Pairs	69,526,854	12.18%	
Mapped Read Pairs	328,428,402	57.55%	
PCR Dup Read Pairs	174,768,612	30.62%	
No-Dup Read Pairs	153,659,790	26.92%	
No-Dup Cis Read Pairs	107,423,553	69.91%	Proportion of No-Dup Read Pairs
No-Dup Trans Read Pairs	46,236,237	30.09%	
No-Dup Valid Read Pairs (cis ≥ 1 kb + trans)	146,280,218	95.20%	
No-Dup Cis Read Pairs < 1 kb	7,379,572	4.80%	
No-Dup Cis Read Pairs ≥ 1 kb	100,043,981	65.11%	
No-Dup Cis Read Pairs ≥10 kb	78,354,494	50.99%	

We further assessed library complexity using *preseq* and demonstrated approximately 267 million distinct read pairs from a total of 300 million subsampled reads (Table 2). This high complexity, close to the theoretical limit for our sequencing depth, confirms that our library captured diverse chromatin interactions with minimal technical redundancy.

**TABLE 2:** Library complexity for Micro-C data. Number of distinct reads at increasing sequencing depths, estimated using *preseq*. Columns report the estimated number of distinct reads (EXPECTED_DISTINCT) and the corresponding lower and upper bounds of the 95% confidence interval (LOWER_0.95CI, UPPER_0.95CI).

TOTAL_READS	EXPECTED_DISTINCT	LOWER_0.95Cl	UPPER_0.95CI
0	0	0	0
100000000.0	95974421.5	95970198.2	95978041.8
200000000.0	184700908.0	184692670.9	184708955.2
**300000000.0**	**267136769.0**	**267124233.9**	**267148230.8**
400000000.0	344065773.6	344046637.9	344082223.7
500000000.0	416137741.2	416109873.3	416161402.5
600000000.0	483900359.7	483866067.2	483931801.4
700000000.0	547819469.1	547774217.6	547858847.1
800000000.0	608285724.7	608231622.8	608340919.6
900000000.0	665648432.8	665579552.1	665720222.7
1000000000.0	720199866.2	720106947.0	720288862.8
1100000000.0	772189476.3	772077691.2	772309832.9
1200000000.0	821848055.1	821708030.8	822014761.6
1300000000.0	869371948.7	869168944.0	869595738.2
1,400,000,000.0	914945397.6	914659092.0	915234722.5
1500000000.0	958702188.0	958332023.7	959094825.7
1,600,000,000.0	1000787105.4	1000316868.8	1001316487.7
1700000000.0	1041318770.2	1040721262.9	1042018554.2
1800000000.0	1080423988.1	1079668252.7	1081312396.3
1900000000.0	1118197784.8	1117205353.6	1119297901.5
2000000000.0	1154727768.7	1153397524.6	1156064912.0

To evaluate the consistency and depth of chromatin interaction, we used *cooltools coverage* to analyze contact coverage across the genome. For example, on chromosome 6 (Figure 1D), we observed stable cis and total coverage levels, with only minor local dips, likely reflecting regions of low mappability or structural variation, which is common in these assays. The cis-to-total coverage ratio averaged around 0.6, supporting the predominance of biologically meaningful intra-chromosomal interactions, as shown in our bar plot. To evaluate replicate reproducibility, we computed pairwise Pearson correlations between biological replicates at both 10 kb and 20 kb resolutions using HiCExplorer’s *hicCorrelate* (Supplementary Figures S1D–S1G). Pairwise correlations showed overall consistency among replicates, with clear diagonal clustering at both 10 kb and 20 kb resolutions. This supports reproducibility of the dataset and provides a rationale for using merged contact maps in downstream analyses. In addition, we produced replicate-specific contact heatmaps of chromosome 6 at the same resolutions to visually confirm interaction consistency across samples (Supplementary Figures S3A–S3H).

Finally, we generated a genome-wide P(s) curve to assess the decay of contact frequency with increasing genomic distance (Figure 1E). After smoothing and normalization, all chromosomes exhibit highly similar decay profiles, consistent with polymer physics-based models of chromatin folding (Supplementary Figure S1H). These quality metrics confirm that our Micro-C dataset is robust enough to support high resolution mapping of regulatory interactions, including enhancer-promoter loops and domain-level features specific to cochlear cells.

### 2.3 Genome-wide architecture in cochlear cells

With our quality-optimized Micro-C dataset, we first looked at genome-wide interaction frequencies to assess global chromatin organization. We down-sampled our 10 kb resolution matrix by dividing each chromosome into 100 equal-sized bins using *HiCExplorer* (Wolff et al., 2020), allowing us to compare chromatin architecture across chromosomes in a size-independent manner. We then generated a two-dimensional Micro-C interaction matrix to visualize how both cis and trans (intra- and inter-chromosomal) contacts are distributed across nuclear space (Figure 2A). As expected, the strongest signals appeared along the diagonal, reflecting frequent intra-chromosomal interactions, while inter-chromosomal contacts revealed a global nuclear organization. This trend is further supported in Table 3, where intra-chromosomal interactions dominate across all chromosomes.

**FIGURE 2:**
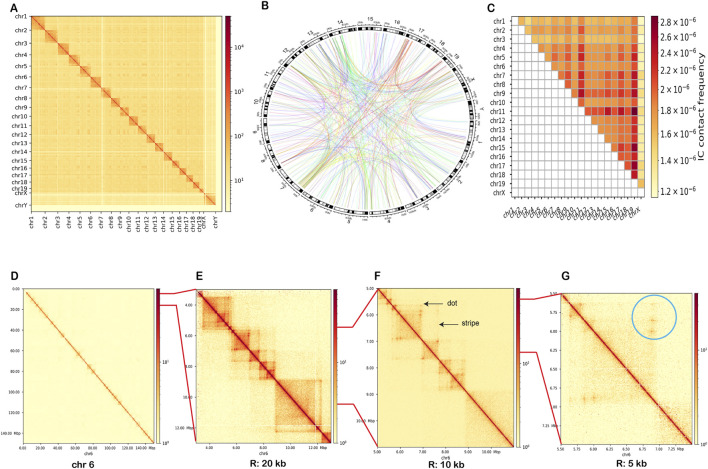
Genome-wide and inter and intra-chromosomal chromatin architecture. **(A)** Genome-wide Micro-C interaction matrix at 10 kb resolution, displaying contact frequencies between all chromosome pairs. **(B)** Circos plot showing the top 500 inter-chromosomal contacts identified by *Fit-Hi-C*, ranked by contact frequency. **(C)** Heatmap summarizing average inter-chromosomal contact intensity across all chromosome pairs. Darker colors indicate higher contact frequency. **(D)** Chromosome-wide interaction map for chromosome 6, showing the full range of cis contacts along the chromosome. **(E)** Zoomed-in region of chromosome 6 (4–12 Mb) at 20 kb resolution. **(F)** At 10 kb resolution, showing finer features including prominent dots (loops) and stripes (elongated interaction patterns). **(G)** At 5 kb resolution, illustrating local interaction structures.

**TABLE 3:** Genome-wide distribution of intra- and inter-chromosomal interactions.

Chromosome	Number of intra-chromosomal interactions	Number of inter-chromosomal interactions
chr1	71331	15404
chr2	74,302	15,892
chr3	70,599	15,759
chr4	52,336	16,374
chr5	48689	15,928
chr6	58,495	16,819
chr7	40,924	20,390
chr8	47,990	12,679
chr9	35,324	13,950
chr10	55,759	12,874
chr11	30,894	11,489
chr12	42,611	16,609
chr13	44,747	17,216
chr14	37,942	14,232
chr15	33,913	10,335
chr16	38,851	8919
chr17	28,197	13,779
chr18	32,474	9,027
chr19	12,498	8,839
chrX	14,646	13,600

#### 2.3.1 Inter-chromosomal interaction network

To further investigate inter-chromosomal interactions, we analyzed their spatial organization and potential regulatory relevance in cochlear cells. We performed a genome-wide contact analysis at 10 kb resolution using *Fit-Hi-C* (Kaul et al., 2020), enabling the reliable detection of significant chromatin interactions. We extracted the top 500 inter-chromosomal contacts, ranked by contact frequency, and visualized them in a Circos plot (Figure 2B), which displayed an extensive chromatin interaction network spanning multiple chromosomes. The heatmap in Figure 2C provides a simplified, quantitative summary of average inter-chromosomal contact intensity across chromosome pairs. These patterns may reflect coordinated regulation of gene clusters involved in cochlear function. Together, these data demonstrate that Micro-C captures inter-chromosomal chromatin architecture in cochlear tissue. While these trans interactions provide a view of coordinated activity across chromosomes, most regulatory interactions occur within chromosomes. We therefore next examined intra-chromosomal interaction patterns to gain a better understanding of cochlea-specific regulatory landscapes.

#### 2.3.2 Intra-chromosomal contacts and fine-scale topology

Zooming in from the genome-wide view to individual chromosomes, we focused on intra-chromosomal contacts, which play pivotal roles in gene regulation, DNA replication, and the formation of chromatin domains. We specifically focused on chromosomes 6 (Figure 2D) and 13 as model loci due to their disease relevance (Supplementary Figure S4A). To investigate chromatin folding within these chromosomes, we generated interaction maps at 20 kb, 10 kb, and 5 kb resolutions (Figures 2E–G; Supplementary Figures S4B–S4D). Using these multiple scales provided different perspectives, which allowed us to capture both TADs and enhancer-prompter loops.

##### 2.3.2.1 Chromatin compartments and TAD boundary structure

To build on the structural organization observed at the inter- and intra-chromosomal levels, we next explored how higher-order domain architecture is partitioned in cochlear cell chromatin. Using the *cooltools* framework, we analyzed normalized Micro-C contact matrices at 10 kb resolution to assess both chromatin compartments and topologically associating domains (TADs). By performing eigenvector decomposition, we extracted the first principal component (E1), which effectively separated transcriptionally active (A; positive values) and inactive (B; negative values) compartments across the genome. Distinct A/B compartment patterns were clearly observed on chromosomes 6 (Figure 3A; Supplementary Figure S5A) and 13 (Supplementary Figure S5B), where regions within the same compartment showed higher interaction frequencies, forming the expected plaid-like diagonal pattern in the contact maps. To quantify compartmentalization strength, we generated a saddle plot based on E1 scores (Figure 3B). 40 kb genomic bins were ranked by E1 values along both axes to compare interaction frequencies between compartments. Strong intra-compartment interactions appeared in red (upper-left for B-B, lower-right for A-A), while inter-compartment interactions (A-B) were weaker (blue, upper-right and lower-left). A corresponding saddle strength profile (Supplementary Figure S5C) showed that same-compartment interactions were strongest at short distances (1–5 Mb), consistent with the expected decay of compartment strength with increasing genomic distance.

**FIGURE 3:**
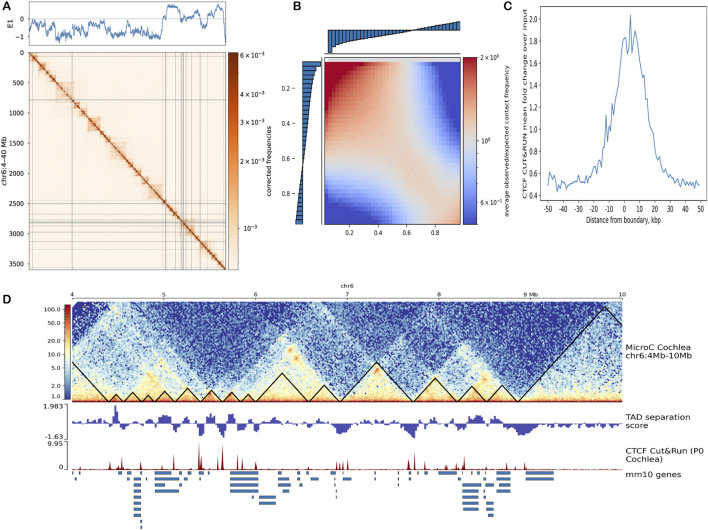
Chromatin compartments and TAD organization. **(A)** Normalized Micro-C contact matrix for chromosome 6 with the first eigenvector (E1) plotted above. Positive E1 values correspond to transcriptionally active A compartments, while negative values indicate inactive B compartments. **(B)** Saddle plot illustrating compartmentalization strength and the matrix shows higher interaction frequencies within the same compartments (A-A and B-B, red) and weaker interactions between compartments (A-B, blue), based on 40 kb binned E1 scores. **(C)** Pileup of CTCF CUT&RUN signal centered on strong TAD boundaries, derived from 10-kb binned insulation profiles. **(D)** Zoomed-in 10 kb resolution contact map of chromosome 6 (4–10 Mb) with TAD boundaries (black triangles). Below the map are TAD separation scores and CTCF binding tracks, alongside annotated genes.

For domain-level analysis, we calculated insulation scores across the genome to identify TAD boundaries, using 10 kb resolution matrices for segmentation. Insulation scores measure how effectively each region separates interactions between its neighboring regions. Regions with low insulation scores, where interaction levels drop, were considered potential boundaries between TADs. Supplementary Figure S5D shows an example region from chromosome 6, where clear insulation scores correspond to the segmentation of the genome into distinct structural units. These insulation profiles validate the segmentation of cochlear chromatin into discrete domains and support downstream analyses of loop formation and enhancer-promoter specificity within these architectural units. To assess the molecular basis of these boundaries, we analyzed them alongside CTCF CUT&RUN data. CTCF is a well-known insulator protein whose binding at specific loci helps to define genomic boundaries. A 1D pileup plot of CTCF signal centered around strong boundaries (Figure 3C) revealed a clear enrichment of CTCF at boundary positions, reinforcing its role in TAD organization.

To define TADs, we mapped the boundaries onto contact matrices for chromosome 6 (5.5–8 Mb), with TADs highlighted in white (Supplementary Figure S5E). The identified domains aligned well with visible structural features in the 10 kb binned contact maps. For further validation, we compared these *cooltools*-based results with those obtained using *HiCExplorer*’s TAD-calling algorithm, with a delta insulation score threshold of 0.05 to define boundaries. As shown in Figure 3D, *HiCExplorer* identified domain boundaries and separation scores that closely matched those from the *cooltools* approach, including consistent alignment with CTCF peaks and visible TAD structures. In particular, stripes and dots become visible at higher resolutions (Figure 2F), adding finer detail to our understanding of domain-internal structure. Stripes appear as linear extensions from the diagonal in the contact map and represent continuous contacts between a single region and multiple surrounding regions. These features often originate from the borders of self-interacting domains and colocalize with transcription start sites. Stripes are enriched for active transcription features, and intersections between two stripes typically form sharp dots, representing loop-like interactions between promoters and enhancers (Hsieh et al., 2020). The presence of both stripes and dots, across multiple loci, alongside TAD boundaries and CTCF enrichment, suggests gene regulation in cochlear cells relies not only on distinct loops but also on extended, stripe-like regulatory interactions. This domain-level organization provides a comprehensive framework for tissue-specific loops.

##### 2.3.2.2 Genome-wide enhancer-promoter interactions

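Micro-C cuts crosslinked chromatin with micrococcal nuclease and ligates the ends that lie close together in the nucleus, so that each sequenced read pair records a contact between a pair of positions. Whole mouse cochlea was profiled in 4 Micro-C replicates, and the paper's results call replicates 1, 2 and 3 biological and replicate 4 technical, while the heading of its Supplementary Table S2 calls all of them biological. The paper gives the age as P0/1, while the sample labels give P0. By the paper's Supplementary Table S2, the replicates had 53862367, 49175007, 123112580 and 344568051 total read pairs, in the order of their numbers. After removal of duplicates, 28769258, 11280620, 32245810 and 95995057 read pairs were left, so that replicate 4 held 57.0% of the sum. The share of these pairs that joined positions of the same chromosome was 76.2%, 55.4%, 54.1% and 76.0%. The authors aligned the reads to mm10 (GRCm38), kept pairs on different chromosomes, in an atypical orientation or far apart on the same chromosome, merged the 4 replicates and called loops with Mustache in 10 kb bins. The deposited list gives for each loop a pair of bins, the false discovery rate (FDR) and the detection scale, the scale at which the caller found the loop. Because the list was called on merged replicates, no spread between replicates can be given for its values, and the intervals given for shares of loops are 95% Wilson intervals, which cover counting error over loops only. Loop distance was taken from the start of one bin to the start of the other. Genes were taken from GENCODE vM21, and all bins of the list ended within the chromosome lengths of GRCm38.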

To identify chromatin loops in cochlear cells, we applied the *Mustache* algorithm (Roayaei Ardakany et al., 2020) at both 5 kb and 10 kb resolutions, using a p-value threshold of 0.1, which balances sensitivity and specificity at coarser resolution. At 10 kb resolution, we detected 6,798 chromatin loops (Supplementary Table S3), while the 5 kb resolution analysis identified 3,549 loops. 

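The deposited 10 kb list held 6798 loops on chromosomes 1 to 19 and X. Chromosome 2 had the most loops, 611, and chromosome X the fewest, 109. Across the 20 chromosomes, the number of loops rose with the number of intra-chromosomal interactions that the paper gives in Table 3 (Pearson's r = 0.917 and Spearman's rho = 0.876, each with p = 1e-05 in a two-sided permutation test of 100000 resamples, the smallest p it can give). This was 1 of 3 relations computed, with a Benjamini-Hochberg adjusted p of 1e-05. Without chromosomes 2 and 1, the 2 farthest from the median number of interactions, r was 0.885 (p = 2e-05, same permutation test). Neither number was divided by chromosome length, so length was not separated as a source of this relation. Per Mb, chromosome 19 had the fewest interactions of the autosomes (203) and chromosome 3 the most (441). They had 2.77 and 2.73 loops per Mb. Chromosome X was lower in both, with 85.6 interactions and 0.637 loops per Mb. The smallest of the detection scales accounted for 4873 loops (71.7%). The loops used 11828 distinct anchor bins, of which 1408 were used by 2 loops, 162 by 3 loops and 12 by 4 loops, and only 1 bin was used by 4 loops when calls within 100 kb of each other at both anchors were merged. The 1582 bins used by 2 or more loops made up 13.4% of the anchor bins. When each loop was moved to a random position on its chromosome with its distance kept, in 1000 draws, a mean of 369 bins were shared (range 301 to 427), so that the observed number was 4.28 times the random mean (one-sided permutation test, p = 0.001, the smallest p that 1000 draws can give). Moving each loop by at most 500 kb lowered this ratio most, to 3.30.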

To evaluate the distribution of loop distances, we categorized the genomic distances of each loop into six groups: <200 kb, 200–400 kb, 400–600 kb, 600–800 kb, 800 kb-1 Mb, and >1 Mb (Lee et al., 2022). 

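Of the 6798 loops, 2324 (34.2%, 95% interval 33.1% to 35.3%) spanned less than 200 kb and 2141 (31.5%, 30.4% to 32.6%) spanned 200 to 400 kb. The group of 400 to 600 kb held 1035 loops (15.2%, 14.4% to 16.1%) and the group of 600 to 800 kb held 534 (7.86%, 7.24% to 8.52%). Another 328 loops (4.82%, 4.34% to 5.36%) spanned 800 kb to 1 Mb, and 436 (6.41%, 5.86% to 7.02%) spanned 1 Mb or more. A loop at exactly the border between a pair of groups was counted in the longer one, which concerned 331 loops. Counting these in the shorter group raised the share under 200 kb to 36.7%. The shortest loop spanned 60 kb and the longest 1960 kb.

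**Figure D1:**
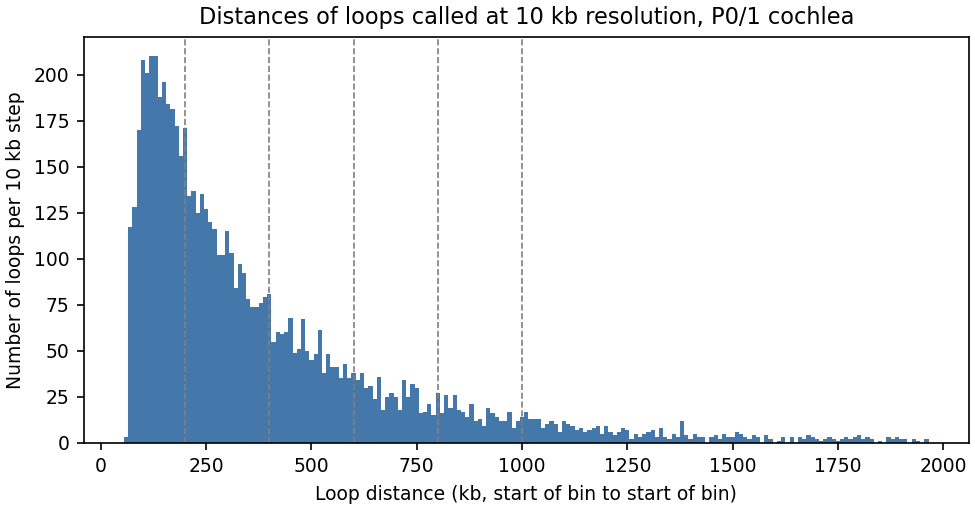
Number of loops (vertical axis) at each loop distance in kb (horizontal axis, steps of 10 kb) for the 6798 loops of the P0/1 cochlea. Dashed lines mark the borders of the 6 distance groups, and the counts fall from the group under 200 kb (2324 loops) toward the longest loop at 1960 kb.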

We next examined how loop detection varied with statistical stringency. Using FDR <0.1, 6,798 loops were detected, whereas applying the more stringent FDR <0.05 threshold yielded 5,356 loops (Supplementary Table S4). 

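The FDR of the listed loops had a median of 0.0113. The number below 0.05 was 5356, or 78.8% of the list (95% interval 77.8% to 79.7%), and 1442 loops lay between 0.05 and 0.1. The share kept at FDR < 0.05 was 79.4% among loops under 200 kb, 78.0% at 200 to 400 kb, 79.7% at 400 to 600 kb, 76.4% at 600 to 800 kb, 81.1% at 800 kb to 1 Mb and 78.0% at 1 Mb or more. The 95% intervals of the shortest group (77.7% to 81.0%) and of the longest group (73.9% to 81.6%) overlapped. At FDR < 0.01, 3261 loops were left, which were 50.0% of the loops under 200 kb and 37.4% of those of 1 Mb or more. Across loops, distance and FDR were weakly related (Spearman's rho = 0.0650, two-sided permutation test, p = 1e-05, Benjamini-Hochberg adjusted p = 1e-05 over the 3 relations), and loops are not independent replicates.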

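The median loop distance was 280 kb, with quartiles of 160 and 500 kb. In total, 4465 loops spanned less than 400 kb, or 65.7% of the list (95% interval 64.5% to 66.8%), and 2333 spanned 400 kb or more. The same share was 65.7% at FDR < 0.05 and 68.2% at FDR < 0.01. With the distance taken from the outer ends of the bins it was 64.5%, the lowest value among the ways of counting that were tried.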

The majority of loops are within short- to mid-range distances, with nearly 66% spanning less than 400 kb (Figure 4A). This distribution aligns with the expected frequency of enhancer-promoter interactions, highlighting the sensitivity of our Micro-C data in capturing high-resolution chromatin loops in cochlear tissue.

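A start site of a protein-coding gene lay in 1409 of the anchor bins (11.9%), against a mean of 905 when each anchor was moved by its own random offset on its chromosome (range 812 to 995 in 1000 draws, one-sided permutation test, p = 0.001). Against random bins of like GC content, the mean was 1300 and the ratio fell from 1.56 to 1.08 (range 1191 to 1402, one-sided permutation test, p = 0.001). Each gene was counted by its outermost start site, so start sites of shorter transcripts within it were missed. No start site so defined lay in either anchor of 5312 loops (78.1%), whose median distance was 300 kb. A start site lay in 1 anchor of 1386 loops (20.4%, median distance 230 kb) and in both anchors of 100 loops (1.47%, median distance 170 kb).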

**FIGURE 4:**
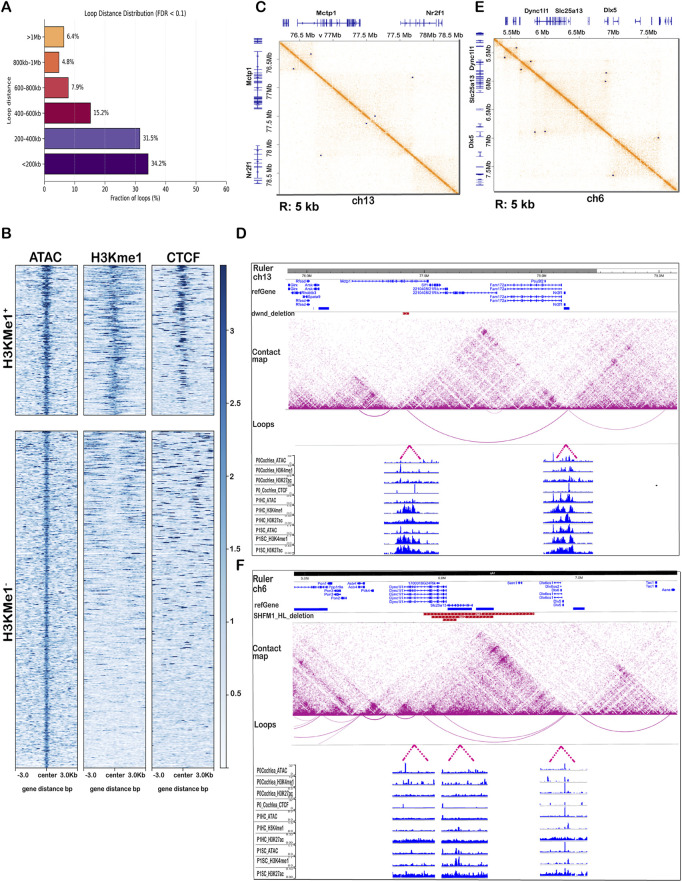
Genome-wide and locus-specific chromatin loops and enhancer-promoter interactions. **(A)** Distribution of chromatin loop distances detected by *Mustache* at 10 kb resolution. Loop distances were grouped into six categories: <200 kb, 200–400 kb, 400–600 kb, 600–800 kb, 800 kb-1 Mb, and >1 Mb. **(B)** Heatmaps of ATAC-seq, H3K4me1, and CTCF signals centered on Mustache-detected loop anchors for cochlea, separated into H3K4me1^+^ (top) and H3K4me1^-^ (bottom) groups. **(C)** Micro-C contact map of chr13 in cochlear cells visualized in Juicebox (10 kb) with identified loops (blue dots) showing a loop between *Mctp1* and *Nr2f1*. **(D)** WashU Epigenome Browser view of the region (10 kb resolution) showing arcs (loops) and *dwnd* deletion (red track) overlapping the contact with integrated P0/1 cochlear ATAC-seq, H3K4me1, H3K27ac, and CTCF tracks, as well as P1HC and P1SC signals for ATAC-seq, H3K4me1, and H3K27ac. **(E)** Micro-C contact map on chromosome 6, highlighting two long-range loops (blue dots) connecting *Dync1i1* with the *Dlx5/6* gene cluster visualized in Juicebox (10 kb resolution). **(F)** WashU Epigenome Browser view of the same region (10 kb resolution) with arcs marking loops and overlapping SHFM1-associated hearing loss deletions (red tracks) with integrated epigenomic signals.

To investigate the chromatin landscape of cochlea-specific chromatin loops, we used *Mustache*-detected loop anchors and intersected them with whole-cochlea ATAC-seq peaks to define accessible loop anchor regions (n = 756). Heatmaps of ATAC-seq, H3K4me1, and CTCF signals (from cochlear CUT&RUN) at these anchor regions revealed distinct chromatin profiles (Figure 4B). Among these accessible loop anchors, 233 (∼30.8%) were also enriched for H3K4me1, a histone modification marking active and permissive distal enhancers (Barral and Déjardin, 2023) as well as binding signals for CTCF, one key component of long-range chromatin looping (Splinter et al., 2006). In contrast, H3K4me1^-^ anchors showed reduced accessibility and a weaker H3K4me1 signal, with CTCF signals appearing more diffuse. These data demonstrate that, within the cochlea, roughly one-third of accessible loop anchors are associated with enhancer-like chromatin elements.

Extending this to specific cochlear cell types, we intersected ATAC-seq peak data obtained from either purified hair cells (*Atoh1*-GFP^+^ HC) or supporting cells (*Lfng*-GFP^+^ SC) with loop anchors, yielding 709 accessible anchors in HCs and 608 accessible anchors in SCs. Heatmaps of ATAC, H3K4me3 [marker for active and poised promoters (Bernstein et al., 2006)], and H3K4me1 signals highlighted cell type-specific chromatin states (Supplementary Figures S6A and S6B). In HC, 258 of 709 anchors (36.4%) were H3K4me1^+^, 171 (24.1%) were H3K4me3^+^, and 96 (13.5%) carried both marks. In SC, 390 of 608 anchors (64.1%) were H3K4me1^+^, 315 (51.8%) were H3K4me3^+^, and 235 (38.7%) carried both marks. Anchors lacking both H3K4me1 and H3K4me3 exhibited lower accessibility, consistent with the role of H3K4me1 and H3K4me3 in maintaining the open status of chromatin (Wang and Helin, 2025).

##### 2.3.2.3 Locus-level loop analysis

Building on the genome-wide analyses, we next zoomed in on locus-level analysis to connect chromatin architecture with functional biological relevance. We focused on two cochlea disease-linked regions, *NR2F1* and *DLX5/6*, because disease-associated structural variants overlap their loop anchors, providing an opportunity to examine how disruptions at these sites could reshape chromatin organization and impair gene regulation in hearing loss.

###### 2.3.2.3.1 Chromosome 13: *Nr2f1–Mctp1* regulatory locus

To investigate cochlear-specific regulatory interactions at the *Nr2f1* locus implicated in Bosch-Boonstra-Schaaf optic atrophy syndrome (BBSOAS) and the accompanying hearing loss phenotype, we visualized chromatin contact maps at 10 kb resolution on chromosome 13. 

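One listed loop joined the gene bodies of Mctp1 and Nr2f1 on chromosome 13 of GRCm38. Its first anchor, from 76820001 to 76830000, lies within Mctp1 (ENSMUSG00000021596.16, plus strand, 76384535 to 77031810), 435466 bp from the start site of that gene. Its second anchor, from 78190001 to 78200000, holds the start site of Nr2f1 (ENSMUSG00000069171.14, minus strand, 78188973 to 78199757) at 78199757, and also the start site of the noncoding gene A830082K12Rik. The loop distance was 1370 kb and the FDR was 0.00313.

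**Figure D2:**
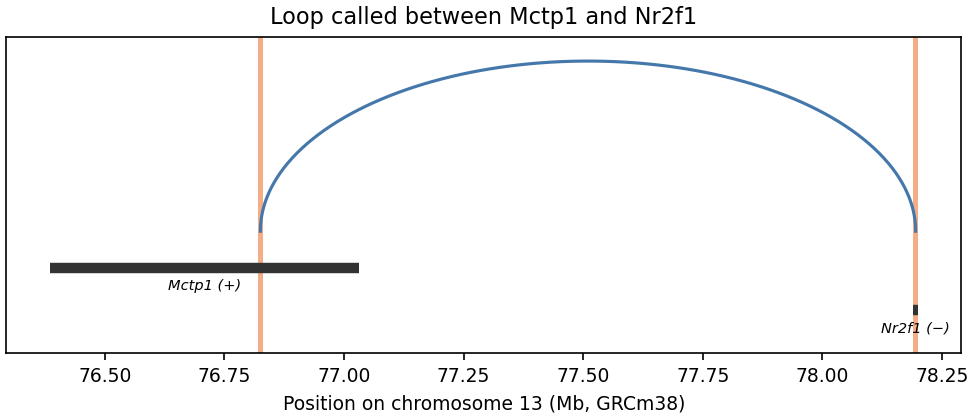
Map of chromosome 13 in Mb (horizontal axis), with the gene bodies of Mctp1 and Nr2f1 as black bars and their strand in brackets. Orange columns are the anchor bins of 10 kb and the blue arc joins them, from a bin inside Mctp1 to the bin with the Nr2f1 start site.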

A prominent long-range interaction was observed between *Mctp1* and the *Nr2f1* loci (Supplementary Figures S2A–S2D), identified using *Mustache* loop calls (Roayaei Ardakany et al., 2020) represented as blue dots in Juicebox (Figure 4C; Table 4; Supplementary Table S3) (Durand et al., 2016), and as arcs in the WashU Epigenome Browser (Li et al., 2019) aligned with epigenomic signal tracks (Figure 4D). 

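The O/E ratios used here are the paper's, from the part of Supplementary Table S3 that covers chromosomes 1 to 4 and the first 20 loops of chromosome 5. Its 1999 rows matched loops of the deposited list with the same FDR, and 1884 had an O/E ratio. The ratio rose with loop distance (Spearman's rho = 0.673 across loops, two-sided permutation test, p = 1e-05, Benjamini-Hochberg adjusted p = 1e-05 over the 3 relations). Its median was 5.90 among loops under 200 kb, 20.6 at 800 kb to 1 Mb and 37.2 at 1 Mb or more. Within chromosomes, rho was 0.673. A ratio above 50 was found in 45 loops (2.39%), of which 36 spanned 1 Mb or more and none spanned less than 400 kb. Among the 128 loops of 1 Mb or more, 28.1% lay above 50, and 71.9% (95% interval 63.5% to 78.9%) lay below. With loops from 800 kb included, the share below 50 was 82.5%. The paper's merged ratio for the pair of Mctp1 and Nr2f1 (Table 4) exceeded that of 78.1% of the 128 loops. Among the single replicates in Table 4, only replicate 4 gave this pair a q-value below 0.05.

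**Figure D3:**
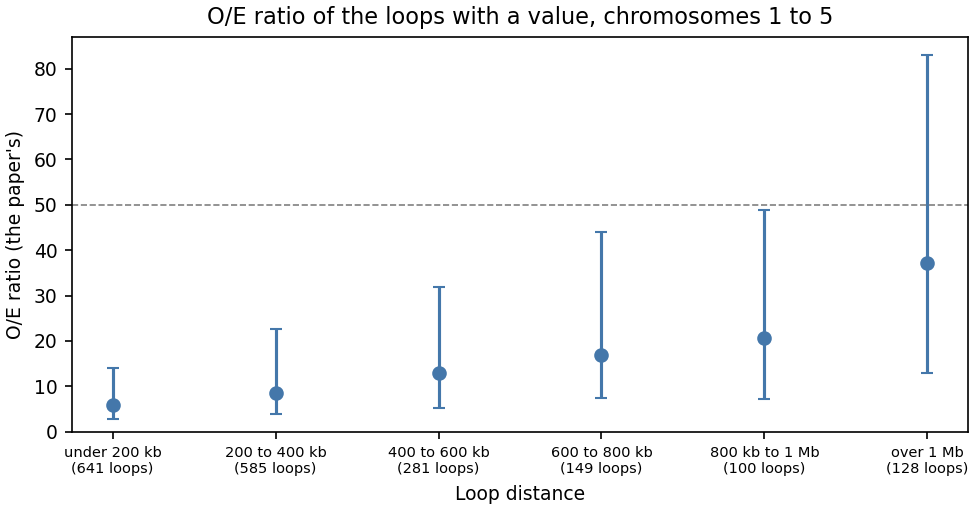
The paper's O/E ratio (vertical axis) in the 6 groups of loop distance (horizontal axis), for 1884 loops. Points are medians, bars run from the 5th to the 95th percentile, and the dashed line marks a ratio of 50, which lies above the bars of every group under 1 Mb.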

The observed/expected (O/E) ratio measures how much stronger a contact is than expected by chance, calculated with *Fit-Hi-C* at 10 kb resolution, and values above 50 (merge data set) indicate unusually strong long-range interactions (Table 4; Supplementary Table S3). This clear arc connecting *Mctp1* and *Nr2f1* reveals a strong, long-range interaction between the two regions. 

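Of the loops in the list, 150 (2.21%) were at least as long as the loop between Mctp1 and Nr2f1, 17 of them on chromosome 13. The FDR of this loop ranked 2218 among 6798, since 32.6% of all loops had a lower FDR. Among the 258 loops whose distance lay within 20% of its own, 40 (15.5%) had a lower FDR. The loop was listed at FDR < 0.01 as well. From the arc that connects Mctp1 and Nr2f1, the paper concludes that there is a strong, long-range interaction between the regions.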

Notably, both *Mctp1*and *Nr2f1* loci are located within the same TAD, providing additional evidence of a potential enhancer-promoter regulatory relationship.

**TABLE 4:** Quantitative loop strength at disease-associated loci for each replicate (O/E, observed/expected contact enrichment (*Fit-Hi-C*, 10-kb); p, binomial P-value; q, FDR-adjusted P-value).

Loop	Replicate	O/E ratio	p-value	q-value
Nr2f1–Mctp1	Rep1	42.52	2.32 × 10^−2^	1.00
	Rep2	—	—	—
	Rep3	55.20	1.80 × 10^−2^	1.00
	Rep4	53.45	6.00 × 10^−8^	5.56 × 10^−4^
	Merged	55.16	4.27 × 10^−12^	6.85 × 10^−8^
Dync1i1–Dlx5/6 (Loop 1)	Rep1	29.07	3.38 × 10^−2^	1.00
	Rep2	—	—	—
	Rep3	—	—	—
	Rep4	49.42	2.00 × 10^−10^	3.52 × 10^−6^
	Merged	31.90	4.02 × 10^−9^	4.12 × 10^−5^
Dync1i1–Dlx5/6 (Loop 2)	Rep1	46.54	8.98 × 10^−4^	1.00
	Rep2	—	—	—
	Rep3	33.22	2.96 × 10^−2^	1.00
	Rep4	72.36	3.00 × 10^−8^	1.00 × 10^−8^
	Merged	53.91	2.73 × 10^−21^	1.02 × 10^−16^

To assess regulatory activity at the loop anchors, we overlaid cochlear ATAC-seq, H3K4me1, H3K27ac, and CTCF signal tracks (P0/1 cochlea), as well as ATAC-seq, H3K4me1, and H3K27ac data from HC and SC. These tracks showed strong chromatin accessibility and enhancer-associated histone marks at both ends of the loop, supporting the presence of a functional enhancer-promoter interaction. In particular, strong H3K27ac and H3K4me1 signals were observed at the *Nr2f1* promoter in both P1 HC and SC, consistent with active gene expression in both cochlear cell types (Supplementary Figure S6C) (Orvis et al., 2021). 

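In transcripts Mctp1-201 and Mctp1-204, each with 21 exons, the anchor bin of the loop that lies in Mctp1 contains exons 11, 12, 13, 14 and 15 in full, from 76822973 to 76827801 on chromosome 13. Exon 10 ends before the bin at 76806262, and exon 16 begins after it at 76891495. Between these exons the bin is intronic in both transcripts, and no annotated gene has its outermost start site in it.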

Importantly, a hearing loss-associated deletion in mice (Tarchini et al., 2018), shown as a red track, overlaps with the distal loop anchor near *Mctp1*. This overlap suggests that disruption of this enhancer region may interfere with *NR2F1* regulation and contribute to the observed auditory phenotype.

In contrast, we examined the same genomic region using the ENCODE human data for other non-cochlear cell types [ENCSR228TUX, human differentiated motor neuron cells (Zhang et al., 2022); and ENCSR968KAY, GM12878 cells (Rao et al., 2014)]. Neither of these cell types exhibited strong or specific long-range interactions between *Mctp1* and *Nr2f1* (Supplementary Figures S6D and S6E), suggesting this interaction is cochlea-specific. These findings provide evidence for a tissue-specific chromatin loop critical for auditory gene regulation, reinforcing the role of non-coding disruptions in the *NR2F1* regulatory landscape in hearing loss.

###### 2.3.2.3.2 Chromosome 6: *Dync1i1–Dlx5/6* regulatory locus

We next examined the unbiased chromatin structure at the *Dync1i1-Dlx5/6* locus on chromosome 6, which is implicated in Split-Hand/Foot Malformation Type 1 (SHFM1) and associated with hearing loss. At 10 kb resolution, we visualized this region and identified two distinct long-range loops between *Dync1i1* and the *Dlx5/6* gene cluster using Juicebox with loop calls, marked by blue dots (Figure 4E; also see Figures 2E–G and Table 4; Supplementary Table S3). 

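The list held 2 loops between these loci on chromosome 6 of GRCm38. Loop 1 joined the bin from 5850001 to 5860000 with the bin from 6890001 to 6900000, at a distance of 1040 kb and an FDR of 0.00178. Loop 2 joined the bin from 6000001 to 6010000 with the bin from 6880001 to 6890000, at a distance of 880 kb and an FDR of 0.00263. Their anchors at the Dlx5/6 end are neighbouring bins. Among loops within 20% of the same distance, 14.9% of 470 loops had a lower FDR than loop 1 and 23.1% of 614 loops had a lower FDR than loop 2. Both loops were also listed at FDR < 0.01.

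**Figure D4:**
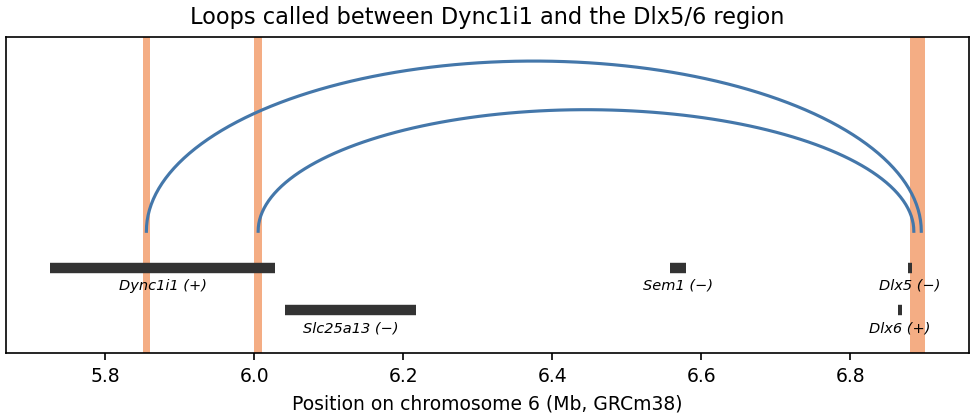
Map of chromosome 6 in Mb (horizontal axis), with gene bodies as black bars and their strand in brackets. Orange columns are the anchor bins of 10 kb and blue arcs join the anchors of loop 1 (1040 kb) and loop 2 (880 kb), both of which start inside Dync1i1.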

Both loops show strong enrichment (O/E ∼32 and ∼54 in the merged dataset), confirming that these long-range contacts are quantitatively robust. 

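The paper's merged O/E ratios of these loops (Table 4) were set against the 228 loops of at least 800 kb for which the given part of Supplementary Table S3, on chromosomes 1 to 5, lists a ratio. The ratio of loop 1 exceeded that of 59.6% of them, and the ratio of loop 2 exceeded that of 85.5%. Among the single replicates in Table 4, only replicate 4 gave either loop a q-value below 0.05. Among the loops of 1 Mb or more alone, the ratio of loop 1 exceeded that of 44.5% and the ratio of loop 2 exceeded that of 76.6%. The median ratio of the 228 loops was 27.4.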

A visible stripe extending from a neighboring region suggests ongoing loop extrusion activity, indicative of dynamic regulatory interactions. These features indicate a structurally complex regulatory environment involving *Dync1i1-Dlx5/6* and surrounding loci. To further confirm this interaction, we integrated our contact maps into the WashU Epigenome Browser again alongside a custom bed file marking known SHFM1-associated hearing loss deletions (Figure 4F). The red SHFM-HL tracks overlap with two prominent chromatin loops, reinforcing the hypothesis that these enhancer regions physically interact with the *Dlx5/6* locus in cochlear chromatin and that their disruption may impact chromatin architecture in a region linked to hearing loss.

Next, we cross-examined epigenetic and transcriptomic data to interpret the function of those interactions. We observed ATAC-seq peaks at loop anchors in both cell types, indicating accessible chromatin, with H3K4me1 enriched across the locus, particularly in supporting cells. In contrast, the H3K27ac signal was low in both hair cells and supporting cells. These epigenetic configurations suggest that those elements are not actively engaged in transcription in the cochlea, consistent with the low expression of *Dlx5* in cochlear cells (Orvis et al., 2021). Interestingly, *Dlx5* is highly expressed in vestibular supporting cells (Supplementary Figure S6F) (Orvis et al., 2021), suggesting that the chromatin architecture at this locus is preserved between vestibular and cochlear organs of the inner ear. To assess chromatin interaction differences across tissues, we examined the same genomic region using the ENCODE datasets (Supplementary Figures S6G and S6H). While weak or diffuse interactions were present in these non-cochlear samples, the loops lacked the defined architecture and intensity observed in our dataset. These comparisons suggest that while basal-level interactions may exist across tissues, loop strength and organization at *Dync1i1-Dlx5/6* are selectively enhanced in the cochlear chromatin. Together, these findings support that the *Dync1i1*-*Dlx5/6* regulatory domain is organized through enriched multi-loop interactions observable in cochlear chromatin, and that SHFM1-associated deletions disrupt this architecture, potentially contributing to gene misregulation.

### 2.4 Hair cell promoter-enhancer interactions

Although our Micro-C data comes from whole cochlear tissue containing many diverse cell types in the sensory epithelium, we can use additional bioinformatic tailoring strategies to narrow our focus to specific cell types of interest, such as hair cells or supporting cell subtypes. To functionally interpret enhancer-promoter interactions relevant to hair cells, we focused on interacting regions overlapping with a subset of hair cell-specific genes. The low abundance of hair cells in bulk tissue limits the direct resolution of hair cell-specific loops in our Micro-C data, but by focusing on chimeric fragments anchored at hair cell gene promoters, we can infer likely promoter-enhancer interactions linked with hair cell gene regulation.

For this analysis, we extracted hair cell-specific information using a published single-cell multiomic dataset from the P1 mouse cochlea (Iyer et al., 2022), which includes paired RNA-seq and ATAC-seq data from individual cells. We used *Seurat* (Hao et al., 2024) to determine differentially expressed genes (DEGs) of hair cells compared to the remaining sensory epithelium (SE) (Supplementary Figures S7A and S7B). Then, we obtained approximate promoter region coordinates for these DEGs, and used these to filter our Micro-C data after the *Fit-Hi-C* step. We examined the *Fit-Hi-C* metrics to pinpoint the most significant and highest occurring interactions with these genes. We cross-checked our observations by looking at various bulk chromatin accessibility and epigenetic datasets for both purified hair cells and supporting cells to validate which interactions are indeed most likely enriched in hair cells compared to other SE cell types. Despite the outnumbering of other SE cell types to hair cells, we were able to visualize some strong interactions between hair cell gene promoters and distal elements in our Micro-C dataset by heatmaps at various resolutions that were also supported by chromatin accessibility and histone modification patterns. Across multiple bins, we show strong signals which we can infer are hair cell-specific interactions. We found examples of two distal interacting regions around the sites of the promoter regions of hair cell genes *Barhl1* and *Cfap77* (Figure 5A). Enriched signals for both H3K4me1 and H3K4me3 at both loci indicate enhancer-promoter interplay between these two regions. We note several strong examples of the complex staple behaviors of enhancers (or other distal elements), including the regulation of a single region by multiple enhancers, as well as single enhancers regulating multiple loci. For example, we observed a putative enhancer interacting with both the *Plekha6* and *Snrpe* promoters. In this region, both promoters are located near loop anchors, and each shows distinct epigenomic configurations. 

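In the 10 kb list, a loop joined the bin with the start site of Plekha6 (ENSMUSG00000041757.16, plus strand, start site at 133164210 on chromosome 1) to the bin with the start site of Snrpe (ENSMUSG00000090553.8, minus strand, start site at 133610291), at a distance of 450 kb and an FDR of 0.00636. A second loop, of 120 kb, joined the bins that begin at 133180001 and 133300001, both overlapping the Plekha6 gene body (FDR 0.000397). The bin from 133300001 also holds start sites of Golt1a and Gm28040. This second loop lay within 10 kb of the positions marked for the Plekha6 promoter and the enhancer in Figure 5B. Another, of 220 kb, had its second anchor in the bin that begins at 133600001, which overlaps Snrpe and ends 291 bp short of its start site (FDR 0.00131). No listed loop lay within 20 kb of both positions marked for the enhancer and Snrpe in Figure 5B. The marked positions were read by eye from the figure labels. Figure 5B shows contacts in 5 kb bins that the paper found with Fit-Hi-C, not loop calls in 10 kb bins. A missing loop call therefore does not test the contact shown there.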

The *Plekha6* promoter displays high H3K27ac and H3K4me3 signals specifically in hair cells, consistent with its expression being enriched in hair cells. Although we do not have chromatin interaction data from purified hair cells or supporting cells, the strong correlation between the epigenomic profile and transcriptomic data supports the hypothesis that this enhancer actively regulates *Plekha6* in hair cells. In contrast, the *Snrpe* promoter shows a similar level of chromatin accessibility and active H3K27ac marks in both hair cells and supporting cells, matching its comparable expression in both cell types. This suggests that the same enhancer may contribute to different regulatory outcomes depending on promoter-specific conditions (Figure 5B). Additionally, the *Bdnf* gene appears to be regulated by multiple distal upstream enhancers (Supplementary Figure S7C, 25 kb). Other enhancer-promoter interactions that are likely hair cell-specific were visualized for *Msra*, *Mgat5b*, *St8sia2*, *Efcab6*, *B3gnt4*, and several others (Supplementary Figure S6A). We were also able to point out some likely relationships specific to outer and inner hair cell subtypes, reflected by heatmaps of OHC-specific gene *Mslnl* and IHC-specific gene *Fgf8* (Supplementary Figure S8A). Our gene expression analysis of the single-cell multiome dataset further reflects the strict hair cell specificity of these genes (Supplementary Figures S8B and S8C). Thus, this DEG-centric filtering of our data offers us a glimpse into the potential distal relationships most relevant to hair cells.

**FIGURE 5:**
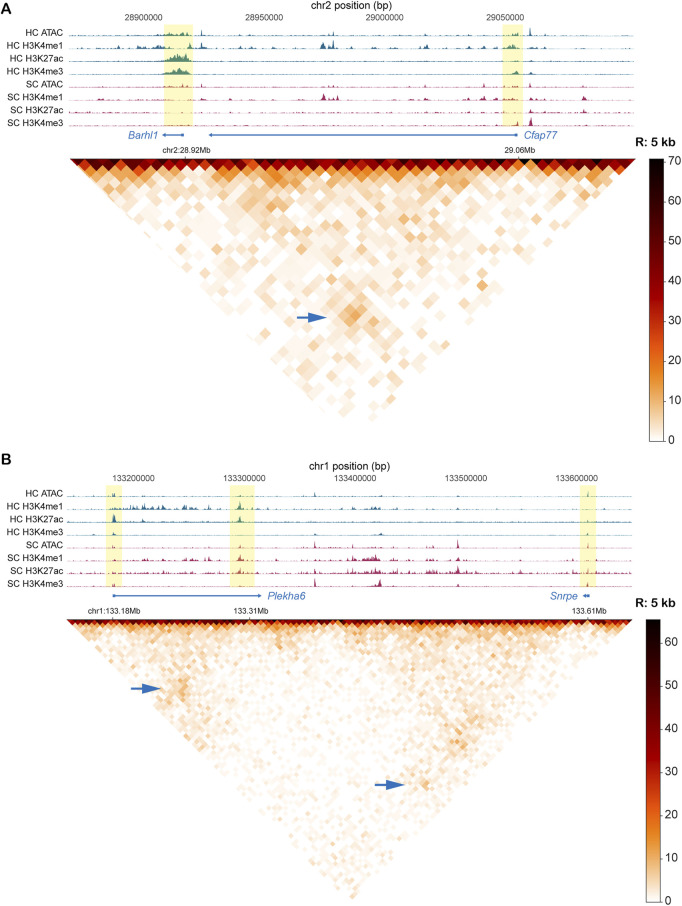
Interactions between known hair cell gene promoters and inferred enhancer regions in Micro-C data and *Fit-Hi-C* analysis. **(A)** Interaction between regions containing promoters of two hair cell genes (*Barhl1* and *Cfap77).* Heatmap is binned at 5 kb. **(B)** Enhancer interaction with *Plekha6* promoter (hair cell gene) and *Snrpe* promoter (expressed in both hair cells and supporting cells). Heatmap is binned at 5 kb. For both A and B, tracks include bigwig signal files for ATAC and various histone modification CUT&RUN. All tracks represent purified P1mouse hair cells. Yellow highlighted bars identify the interacting regions in the signal tracks. Signal strength in the heatmap is depicted by contact frequency (darker signals = more interactions between loci). Blue arrows identify the intersection of two interacting loci.

Although some of the interactions we identified do not necessarily appear strong by heatmap or *Fit-Hi-C* metrics, likely due to hair cells being underrepresented in bulk tissue, we still detected known enhancer-promoter relationships for genes such as *Atoh1* and *Rasd2*. These were supported by their epigenetic configurations, suggesting biological relevance despite low contact counts (Supplementary Table S5; Supplementary Figure S9). To facilitate interpretation, Supplementary Table S5 also includes an additional column annotating known deafness-associated genes, enabling readers to directly identify promoter-enhancer interactions that may be functionally relevant to hearing loss. This highlights the sensitivity of our approach and its potential to identify hair cell-specific regulatory interactions. It further indicates that these bioinformatic adaptations can be used to focus on any cell type of interest with a known gene signature profile to unlock insights into its distal regulome.

## 3 Discussion

In this study, we generated the high-resolution chromatin interaction map of the neonatal mouse cochlea using Micro-C, providing a deeper understanding of how genes are organized and regulated at the transcriptional level in the inner ear. By using Micro-C technology, we overcame the limitations of conventional 3C-based methods and successfully captured chromatin interactions. This allowed us to identify enhancer-promoter loops at specific loci related to hereditary hearing disorders, offering a structural explanation of how non-coding genomic mutations may contribute to hearing loss.

One of the central challenges in gene regulation is identifying which distal regulatory elements interact with which promoters, especially in complex tissues like the inner ear. Enhancers can act over large genomic distances and often skip nearby genes, making linear genome annotations unreliable predictors of regulatory relationships (Miele and Dekker, 2008; Lieberman-Aiden et al., 2009). To address this, we applied Micro-C, a technique capable of nucleosome-level resolution, and analyzed the resulting contact maps at 5–10 kb resolution. This enabled us to define enhancer-promoter loops directly, without relying solely on epigenomic marks or linear proximity. By integrating these interaction maps with histone modification profiles, chromatin accessibility data, and transcriptional activity from both bulk and single-cell datasets, we systematically linked distal regulatory regions to putative gene targets. ATAC-seq, H3K4me1, and CTCF signals centered on loop anchors further reinforced their regulatory potential (Figure 4B; Supplementary Figures S6A and S6B). We used this strategy at multiple scales, from genome-wide classification of enhancer-enriched loop anchors to focused analyses of disease-relevant loci like *Nr2f1* and *Dlx5/6*, and ultimately to cell-type-refined interactions using single-cell multiomic filtering.

One of our examples was the identification of a long-range chromatin loop between *Mctp1* and the *Nr2f1,* a regulatory interaction previously suggested in mouse models but never mapped at high resolution in the cochlea. BBSOAS (OMIM 615722) is a rare neurodevelopmental disorder caused by *NR2F1* (nuclear receptor subfamily 2, group F, member 1) haploinsufficiency (Brown et al., 2009; Martín-Hernández et al., 2018). This condition is characterized by optic atrophy, intellectual disability, hypotonia, autism spectrum disorder, and hearing impairment, the latter of these affecting approximately 20% of individuals with this disorder (Chen et al., 2016). *NR2F1* encodes COUP-TF1 (Chicken Ovalbumin Upstream Promoter-Transcription Factor 1 protein), a transcription factor essential for neuronal differentiation and sensory organ development. During embryogenesis, *NR2F1* is expressed early in the development of the otic vesicle and later in the development of the cochlear duct and maturation of the organ of Corti (Brown et al., 2009; Tarchini et al., 2018). Genetic changes associated with BBSOAS include point mutations in the DNA-binding domain (DBD) or ligand-binding domain (LBD), frameshifting and non-frameshifting insertions/deletions, whole or partial gene deletions, and chromosomal rearrangements (Brown et al., 2009; Chen et al., 2016; Martín-Hernández et al., 2018). The severity of auditory impairment varies based on the specific type of mutation. Patients with *NR2F1* microdeletions (400–500 kb at or near both breakpoints) on the 5q15 region often exhibit severe congenital sensorineural hearing loss and elevated ABR thresholds, especially at lower frequencies, despite having a structurally normal cochlea (Brown et al., 2009). Similarly, homozygous *Nr2f1-*null mice show cochlear hypoplasia (with 1–1.25 turns instead of the typical 2.5), malformed semicircular canals, and auditory nerve dysfunction (Tang et al., 2006). These structural defects are accompanied by disrupted Notch signaling, abnormal cochlear patterning, increased sensory epithelial cell proliferation, and extra inner and outer hair cells, particularly in the mid-to-apical region of the cochlea (Tang et al., 2006). In contrast, heterozygous *Nr2f1* ^*+/−*^ mice (analogous to human BBSOAS patients) do not show structural abnormalities in the organ of Corti. They do, however, exhibit ABR threshold shifts, particularly at low frequencies (4–16 kHz), and no significant change in the DPOAE threshold, a pattern also observed in BBSOAS patients (Chen et al., 2016; 2020). Some heterozygous mice also demonstrate mild ataxia and vestibular dysfunction, mirroring the balance issues and hypotonia reported in individuals with BBSOAS (Chen et al., 2020).

In the mouse cochlea, one element in the *Mctp1* gene (multiple C2 domain and transmembrane region protein 1) acts as a distal enhancer of *Nr2f1* (Tarchini et al., 2018). The deaf wanderer (*dwnd*) mouse model carries a 53 kb deletion within the *Mctp1* gene, removing exons 11–15 and nearby intronic sequences. This deletion occurs at the 76.8 Mb position on mouse Chromosome 13, which is 1.4 Mb away from the *Nr2f1* gene at the 78.2 Mb position (Tarchini et al., 2018). Despite leaving the *Nr2f1* coding sequence intact, this deletion disrupts a long-range enhancer element, resulting in a 50% reduction in its expression in the cochlea, while expression in the retina remains unaffected (Tarchini et al., 2018). Homozygous *Mctp1* ^*dwnd/dwnd*^ mice exhibit moderate-to-severe hearing loss (elevated ABR thresholds of 25–45 dB across multiple frequencies) and similar morphological changes in cochlear and vestibular systems as homozygous *Nr2f1*-null mice, contributing to phenotypes of circling behavior and balance dysfunction (Tarchini et al., 2018). *Mctp1* ^*+/dwnd*^ *Nr2f1* ^*+/−*^ mice show the same cochlear and vestibular defects seen in *Nr2f1*-null mice, confirming that the *dwnd* deletion impairs *Nr2f1* expression, not *Mctp1* function directly. This is also supported by the normal development, hearing ability, and intact cochlear and vestibular structures seen in *Mctp1* knockout mice (Tarchini et al., 2018; Chen et al., 2020). These results show that the deletion of *Mctp1* ^*dwnd*^ disrupts a critical enhancer of *Nr2f1*, which leads to hearing loss and balance issues due to abnormal inner ear development and compromised Notch signaling. Furthermore, decreased expression of *Nr2f1* causes axonal misguidance, underlining its role in the auditory system in both mice and humans. At the chromatin level, we observed a clear arc connecting *Mctp1* and *Nr2f1*, located within the same TAD (Figures 4C,D, 10 kb resolution), indicating a stable long-range regulatory interaction between these loci, further supported by a high observed/expected enrichment (O/E = 55.1; q = 6.9 × 10^−8^) consistent with the robustness of this interaction (Table 4; Supplementary Table S3). This loop is supported by strong chromatin accessibility and enhancer-associated histone marks (H3K27ac and H3K4me1) at both anchors. In both hair cells and supporting cells, the *Nr2f1* promoter exhibits an active chromatin profile, consistent with its transcriptional activity in the cochlea. The overlap of a long-range chromatin loop between the *Mctp1* and the *Nr2f1* with a known hearing loss-associated deletion (*dwnd_*deletion) provides evidence that structural variants can disrupt enhancer-promoter interaction, leading to *Nr2f1* dysregulation, even in the absence of coding mutations. This observation is consistent with clinical findings of BBSOAS, where *NR2F1* haploinsufficiency causes sensorineural hearing loss, and underscores the importance of considering non-coding regions in genetic diagnoses.

Similarly, our analysis of the *Dync1i1-Dlx5/6* locus revealed chromatin loops that overlap with deletions linked to SHFM1 (OMIM #220600) and associated hearing loss. It is a congenital limb disorder characterized by the absence or malformation of central fingers or toes, often resulting in cleft-like structures in the hands and feet (Bademci et al., 2020). While some cases involve isolated limb anomalies, it is frequently associated with craniofacial malformations, intellectual disability, and sensorineural hearing loss, affecting 35% of patients (Allen et al., 2014). The SHFM1 locus is located on chromosome 7q21.3 and contains six protein-coding genes: *DYNC1I1*, *SLC25A13*, *C7orf76*, *SHFM1* (*DSS1*), and *DLX6* and *DLX5* (Tayebi et al., 2014). The primary cause of SHFM1 is the altered expression of distal-less homeobox 5 (*DLX5*) and *DLX6*, which are critical for limb development by regulating the apical ectodermal ridge (AER), the key signaling center for limb outgrowth (Birnbaum et al., 2012a). However, many SHFM1 cases lack coding mutations in *DLX5/6*, suggesting that changes in long-range interactions of regulatory elements controlling their expression are responsible for the disorder (Birnbaum et al., 2012b). The *DYNC1I1* gene encodes a subunit of the cytoplasmic dynein motor protein complex, which is primarily involved in retrograde axonal transport in neurons. Although *DYNC1I1* does not directly contribute to limb development, exons 15 and 17, located approximately 900 kb from *DLX5/6*, function as enhancers. These enhancers are known to regulate *DLX5/6* expression through chromatin looping, both in the limbs and the otic vesicle (inner ear) in both mice and humans (Brown et al., 2010).

Most SHFM1 cases involve deletions or chromosomal rearrangements that remove or physically separate these enhancers from their target genes, leading to *DLX5/6* misregulation during embryonic development in the limb, branchial arch, inner ear, and forebrain in zebrafish, mice, and humans. Genomic studies in SHFM1 patients have shown that the severity of hearing impairment correlates with the location and size of the chromosomal breakpoint within the 7q21.3 region, which determines how much of the *DLX5/6* regulatory landscape is affected. For example, a patient with SHFM1 and sensorineural hearing loss (SNHL) was found to carry a 6.3 Mb deletion at 7q21.13-q21.3 (chr7: 89,993,838–96,278,971, hg19), which did not remove *DLX5/6* but removed *DYNC1I1* exons 15 and 17 along with other genes (Ambrosetti et al., 2023). Another case involved a 5,115 bp deletion at 7q21.3, located 65 kb from *DLX6* and 80 kb from *DLX5*, which disrupted an inner ear-specific enhancer. Despite leaving *DLX5/6* structurally intact, this deletion led to hearing loss and cochlear malformations (Brown et al., 2010). Further supporting this mechanism, a pericentric inversion (chr7: 29,043,157–96,185,954) displaced *DYNC1I1* exons 15 and 17 nearly 67 Mb away from *DLX5/6*, preventing proper enhancer-promoter interactions and leading to SHFM1 and hearing loss (Birnbaum et al., 2012b). In mouse models, deletion of these exons caused *Dlx5/6* misregulation and cochlear defects, mirroring the human phenotype (Birnbaum et al., 2012a; Tayebi et al., 2014). *Dlx5/6* knockout mice have severe inner ear malformations, suggesting that *DLX5/6* function is essential for auditory system development (Brown et al., 2010). In human-derived lymphoblastoid cell lines from patients with *DYNC1I1* enhancer deletions, *DLX5/6* expression was reduced to approximately 40%–45% of normal levels (Ambrosetti et al., 2023). 3C and DNA FISH analyses have shown that in normal tissue, exons 15 and 17 of *DYNC1I1* physically interact with the *DLX5/6* promoter. However, in SHFM1 patients with enhancer deletions or inversions, these critical interactions are disrupted, leading to gene misregulation (Birnbaum et al., 2012a). When we examined the same genomic region in human motor neuron-derived cells and GM12878 lymphoblastoid cells, we observed loop formation across the *DYNC1I1-DLX5/6* region (Supplementary Figures S6G and S6H). However, the interaction patterns differed, with weaker connectivity at the specific anchor sites that showed a stronger signal in cochlear tissue, suggesting that the regulatory looping architecture at this locus is selectively reinforced in the cochlea (Figure 4E, 10 kb resolution). Interestingly, not all SHFM1 patients with *DYNC1I1* deletions experience hearing loss. This variability displays that other enhancer elements, such as those located in *SLC25A13* (e.g., *hs1642*), may also regulate *DLX5/6* expression in the cochlea (Ramos-Zaldívar et al., 2016). Although some mice that are homozygous for the *Slc25a13* deletion are deaf, the response in humans is more variable; some patients present with hearing loss, while others do not (Johnson et al., 2018).

Our results align with findings from a mouse model carrying the *hspn* deletion (Johnson et al., 2018), which shows hyperactive circling behavior and inner ear defects. The refined *hspn* candidate region included part of *Dync1i1* (Chr 6: 5.73–6.22 Mb) and all of *Slc25a13* (Chr 6: 6.04–6.22 Mb) and *Sem1* (Chr 6: 6.56–6.58 Mb). They detected a large deletion in the *Slc25a13* gene, but no DNA alterations were found in exonic regions of *Dync1i1* or *Sem1*. While the previous work emphasized the *Slc25a13* deletion, it is important to note that this gene sits immediately downstream of *Dync1i1.* This suggests that both human and mouse data may be describing the same regulatory mechanism, but from different genomic angles, either by directly disrupting *Slc25a13* or by compromising regulatory elements embedded within *Dync1i1*. 

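The first anchors of both loops lie within Dync1i1 (ENSMUSG00000029757.16, plus strand, 5725639 to 6028039 on chromosome 6). The anchor of loop 1 lies in an intron, between exon 6, which ends at 5800890, and exon 7, which begins at 5905105. The anchor of loop 2 contains exon 15 (6006270 to 6006410), whereas exon 17 begins outside it at 6027372. Neither Slc25a13 (ENSMUSG00000015112.15, minus strand, 6041218 to 6217173) nor Sem1 (ENSMUSG00000042541.10, minus strand, 6557294 to 6578663) overlaps an anchor, and both genes lie between the anchors of each loop. The second anchor of loop 2 holds the start site of Dlx5 (ENSMUSG00000029755.10) at 6882085. The second anchor of loop 1 overlaps no annotated gene and begins 7916 bp from that start site. The start site of Dlx6 (ENSMUSG00000029754.13) at 6863334 lies 16667 bp from the nearest anchor.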

We observed two separate loops in our data, one spanning chr6:5,854,999–6,894,999 within *Dync1i1*, and another spanning chr6:6,004,999–6,884,999 overlapping both *Dync1i1* and *Slc25a13*. This supports the complex chromatin architecture, including a prominent stripe extending from a neighboring region into the *Dlx5/6* locus, which suggests ongoing loop extrusion and a dynamic, modular regulatory structure, with both loops also showing strong quantitative support (loop 1 O/E = 31.9, q = 4.1 × 10^−5^; loop 2 O/E = 53.9, q = 1.0 × 10^−16^), reinforcing their biological relevance (Table 4; Supplementary Table S3). In Figure 4F, these two distinct loops are overlaid with a custom bed track marking SHFM1-associated deletions linked to hearing loss (Kouwenhoven et al., 2010; Allen et al., 2014; Tayebi et al., 2014). This data fortifies the hypothesis that these enhancer regions physically interact with the *DLX5/6* locus and that their disruption may alter transcriptional regulation critical for auditory development. Overall, this underlines that *DLX5/6* regulation in the inner ear depends on multiple enhancer elements (Johnson et al., 2018), which may explain the variability in hearing loss severity among SHFM1 patients. Worth noting, we also identified a long-range loop at another hearing loss associated gene locus, the paralogous *Dlx1/2* locus on chromosome 2 (chr2:71, 254, 999–71,545,001), which resembles the chromatin architecture at *Dlx5/6* and is consistent with the hypothesis that *Dlx* gene clusters originate from duplication of an ancestral *Dlx* locus (Ghanem et al., 2003).

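This loop joined the bin from 71250001 to 71260000 on chromosome 2, which overlaps Dync1i2, with the bin from 71540001 to 71550000, at a distance of 290 kb. The second bin holds the start site of Dlx2 (ENSMUSG00000023391.8, minus strand) at 71546754, while the start site of Dlx1 (ENSMUSG00000041911.3, plus strand) at 71528113 lies 11888 bp outside it. The FDR was 0.0753, so that the loop was not listed at FDR < 0.05, and 90.6% of all loops had a lower FDR.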

Our findings emphasize the importance of mapping non-coding regulatory elements in tissues affected by genetic disorders. Enhancer disruptions are increasingly recognized as pathogenic drivers, but are difficult to interpret without detailed chromatin interaction data. This high-resolution view allowed us to identify enhancer-promoter interactions at critical loci, including *NR2F1* and *DLX5/6*, both of which are linked to hearing loss. Importantly, these interactions overlapped known structural variants associated with human hearing disease, supporting a mechanistic link between non-coding disruptions and transcriptional dysregulation in the auditory system. By showing how distal enhancers physically connect to hearing-related genes within the cochlea, our Micro-C dataset fills a major gap in the study of hereditary hearing loss. This map provides a base for reinterpreting non-coding variants identified in human genetic studies and for the selection of candidate regulatory regions for functional analysis. Beyond *NR2F1* and *DLX5/6*, our map offers a general platform for investigating enhancer-driven mechanisms in hearing loss. The majority of chromatin loops were 200 kb, typical enhancer-promoter distances, and many were anchored at regions marked by open chromatin and active histone modifications. This serves as a rationale for the use of this dataset to determine candidate enhancers for functional validation, particularly in cases where clinical studies implicate non-coding regions. 

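Exactly 200 kb was the distance of 171 loops (2.52%). Distances of 200 kb or more were found in 4474 loops (65.8%). A window of 150 to 250 kb, chosen after the distances were seen, held 1718 loops (25.3%, 95% interval 24.3% to 26.3%).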

We also detected inter-chromosomal interactions, though they were less frequent than intra-chromosomal ones. These may point to higher-order coordination of auditory gene networks and represent another area for future investigation.

Worth noting, functional enrichment analysis using the GREAT tool (McLean et al., 2010) with top-scoring intra-chromosomal interacting regions showed enrichment of sensory perception related terms, such as sensory perception of chemical stimulus, sensory perception of smell, and detection of stimulus, suggesting possible similarities in chromatin configuration between cells from different sensory organs (Supplementary Table S6). Further investigation to compare chromatin structures between different sensory organs will likely reveal shared regulatory mechanisms.

Our chromatin contact map of the cochlea provides a high-resolution view of enhancer-promoter architecture in this sensory tissue. While we did not isolate single cell types specifically, such as supporting cells or hair cells, the use of whole cochlea preserved important biological signals and regulatory landscapes, including those critical for hair cell function. However, a key limitation is that interactions are derived from bulk tissue, where non-sensory epithelial cells outnumber hair cells and supporting cells. As such, our ability to confidently assign enhancer-promoter loops to sensory epithelial cells is constrained. While we incorporated single-cell multiomic data to filter for interactions linked to hair cell gene expression, this method infers cell-type relevance indirectly and cannot resolve looping patterns exclusive to individual cell populations. Future studies using purified populations or single-cell chromatin conformation technologies will be necessary to definitively resolve enhancer-promoter architecture in rare cochlear cell types such as hair cells. Importantly, we still observed known enhancer-promoter interactions, such as *Atoh1* and *Rasd2*, despite low signal in bulk data, highlighting the sensitivity of our approach and its potential to reveal novel regulatory relationships when applied to purified datasets.

In conclusion, this study establishes a high-resolution chromatin interaction map of the cochlea and links disease-associated non-coding variants to 3D genome organization. By bridging structural variation with enhancer-promoter disruption, this work provides a mechanistic explanation for how non-coding mutations could contribute to hearing loss, even in the absence of exonic mutations. Our dataset serves as a foundational resource for future studies of inner ear gene regulation and opens new directions for studying the role of spatial genome organization in hereditary hearing disorders.

## 4 Methods

### 4.1 Micro-C experiment

Approximately 6 × 10^5^ cells from P0/P1 mouse cochleae were harvested and crosslinked at room temperature using disuccinimidyl glutarate (DSG), followed by formaldehyde, according to the manufacturer’s protocol (Dovetail Micro-C Kit, Cantata Bio, Scotts Valley, CA, United States). Crosslinked cells were permeabilized and digested with micrococcal nuclease to obtain predominantly mononucleosome fragments. Chromatin was captured using Chromatin Capture Beads and incubated at room temperature for 10 min. End Polishing Master Mix was added and incubated at 22 °C for 30 min, then 65 °C for 30 min. Chromatin ends were ligated using Bridge Ligation Mix and Bridge Ligase, followed by intra-aggregate ligation using Intra-aggregate Ligation Buffer and Enzyme Mix. DNA was isolated by reverse crosslinking with Proteinase K and Crosslink Reversal Buffer, followed by purification. End repair was performed with End Repair Master Mix, followed by adapter ligation using Illumina-compatible adapters, ligation enzyme mix, and ligation enhancer. Libraries were purified with SPRI select beads (Cat # 23319, Beckman Coulter), captured using Streptavidin beads, and amplified by PCR. Size-selected libraries (350–1,000 bp) were sequenced on an Illumina platform.

### 4.2 Chromatin interaction data processing

Micro-C paired-end reads were processed following the Micro-C analysis tutorial provided by Dovetail Genomics with minor adaptations (https://github.com/dovetail-genomics/Micro-C). Sequencing reads were aligned to the mm10 reference genome using BWA-MEM and then processed using *pairtools* (RRID:SCR_023038) (Open2C et al., 2024b) to parse, sort, merge, deduplicate, and classify the ligation products. Library complexity was further assessed using Preseq (RRID:SCR_018664), confirming high diversity of unique read pairs across samples. We applied strict filtering to retain only high-confidence chimeric interactions, ensuring that only uniquely mapped, high-quality interactions were retained. This process removed PCR duplicates and self-ligated artifacts. Chimeric read pairs were defined as those that met any one of three criteria: 1) being located on different chromosomes, 2) having atypical mapping orientations, or 3) being at least 2000 bp apart from each other in linear genomic distance. Valid read pairs were used to generate *.pairs* files for downstream analysis. Chromatin contact matrices were generated from these filtered interaction files using *juicer*_tools (RRID:SCR_017226) to produce .*hic* files and *HiCExplorer* (RRID:SCR_022111) to generate *.cool* files and binned matrix formats at multiple resolutions.

### 4.3 Chromatin interaction analysis

To identify statistically significant chromatin interactions, we analyzed contact matrices at 10 kb resolution using *Fit-Hi-C* (Kaul et al., 2020). The reference genome (mm10) was partitioned into fixed 10 kb bins to generate a genome-wide fragment file. Contact frequencies were extracted from data and processed to create chromosome-specific interaction matrices, including both intra- and inter-chromosomal interactions. These matrices were analyzed to quantify interaction frequencies and compute statistical significance (p-values) for all detected contacts. Significant interactions were identified by applying thresholds based on contact frequency and p-value. For subsequent analyses, we considered interactions passing these thresholds as high-confidence interactions.

### 4.4 Chromatin loop identification

Chromatin loops were identified using the *Mustache* algorithm (RRID:SCR_026110) (https://github.com/ay-lab/mustache) (Roayaei Ardakany et al., 2020) at 5 kb and 10 kb resolutions on *. hic* matrices generated from filtered Micro-C data. These resolutions were selected to capture a range of interaction distances relevant to enhancer-promoter looping and domain-level architecture. Loop distances were categorized into six groups based on genomic span (<200 kb, 200–400 kb, 400–600 kb, 600–800 kb, 800 kb-1 Mb, and >1 Mb) to characterize the distribution of chromatin interactions across scales. Loop anchor positions were used for downstream integration with regulatory element annotations and epigenomic data.

### 4.5 Micro-C data visualization

We performed local and genome-wide analyses using *HiCExplorer* (RRID:SCR_022111) (https://github.com/deeptools/HiCExplorer) (Wolff et al., 2020) to generate interaction matrices and visualize contact intensities across individual chromosomes and selected loci at 20 kb, 10 kb, and 5 kb. Heatmaps were log-transformed and scaled to enable consistent visual comparisons across resolutions and genomic regions. Higher-order features such as A/B compartments, P(s) decay profiles, insulation scores, and TAD boundary structures were analyzed with *cooltools* (RRID:SCR_026118) (https://github.com/open2c/cooltools) (Open2C et al., 2024a) and *HiCexplorer* to characterize genome organization in cochlear cells. For locus-level inspection, chromatin loops detected by *Mustache* were visualized and confirmed using Juicebox (RRID:SCR_021172) (https://github.com/aidenlab/Juicebox), enabling detailed examination of stripes, dots, and loop patterns. To evaluate spatial overlap with disease-associated deletions and epigenomic features, contact maps and loop anchors were integrated with signal tracks in the WashU Epigenome Browser (Li et al., 2019). In addition, we generated heatmaps of ATAC-seq, H3K27ac, H3K4me1, and CTCF signals centered on loop anchors using *deepTools* (RRID:SCR_016366) (https://github.com/deeptools/deepTools), allowing assessment of regulatory mark enrichment at these sites.

### 4.6 ATAC-seq and Cut&Run

ATAC-seq was performed according to previously described protocols with minor modifications (Buenrostro et al., 2013). Briefly, 15,000 viable nuclei were isolated and segmented using the Illumina Tn5 transposase for 30 min at 37 °C. Libraries were amplified with PCR using indexed primers, followed by size selection (100–700 bp) *via* SPRI beads. Paired-end sequencing (2 × 75 bp) was performed on an Illumina NovaSeq platform, yielding ≥50 million reads per sample.

We performed targeted chromatin profiling using CUT&RUN (Skene and Henikoff, 2017) with antibodies against CTCF (Cell Signaling Technology Cat# 3418, RRID:AB_2086791) to map architectural protein binding sites, H3K27ac (Active Motif Cat# 39133, RRID:AB_2561016) to identify active enhancers and promoters, and H3K4me1 (Active Motif Cat# 61781, RRID:AB_3216367) to characterize enhancer regions. For each experiment, 25,000 cells were bound to Concanavalin A-coated beads, permeabilized, and incubated with primary antibodies overnight at 4 °C. Protein A-Micrococcal Nuclease (pA-MNase) fusion protein (1:200 dilution) was subsequently added for 1 h at 4 °C, followed by calcium-activated chromatin digestion (30 min at 0 °C). Purified DNA fragments were processed into sequencing libraries using the Unique Dual Index Kit (Takara Cat #634752) with 12–16 PCR amplification cycles. Paired-end sequencing was performed to achieve >20 million reads per sample. Reads were aligned to the mm10 genome using Bowtie2, and peak calling was performed using stringent thresholds to identify high-confidence binding sites.

### 4.7 Hair cell promoter-enhancer interactions

To examine potential hair cell-specific interactions in our Micro-C data, we utilized *Fit-Hi-C* to collect statistics for the interactions in our whole chimeric dataset and then subset the *Fit-Hi-C* results to keep only interactions taking place with hair cell gene promoters. To achieve this, we utilized a previously published single-cell multiome dataset (GSE182202) (Iyer et al., 2022) from the P1 mouse cochlea to obtain hair cell differentially expressed genes compared to remaining sensory epithelium and surrounding tissues, which consisted of inner phalangeal/border cells, Deiters’ and pillar cells, assorted sulcus cells and interdental cells, Hensen’s and Claudius cells, medial and lateral Kölliker’s organ, and other miscellaneous cells types. *Seurat* (https://github.com/satijalab/seurat) (RRID:SCR_007322) was used to calculate positive DEGs with a log fold-change threshold of 3 and a minimum expression of 25% in hair cells, giving us 270 genes. From a BED file containing transcription start sites with gene symbol annotations from the mm10 genome, we prepared a new BED file subset by the list of 270 hair cell genes. We then turned this hair cell TSS BED file into a new BED file covering gene promoter regions. To define the coordinates of the promoter regions, we overlapped a macs2 peaks BED file from our bulk ATAC purified mouse P1 hair cell dataset with the transcription start sites. Any promoters whose TSS did not overlap with any peaks were assigned coordinates spanning 2000 bp upstream of the TSS and 500 bp downstream of the TSS. We utilized this new promoter BED file to subset our *Fit-Hi-C* results to keep interactions where at least one of the regions overlapped with a hair cell gene promoter. *Fit-Hi-C* results consist of a fragment midpoint (single base pair locus) within a bin. Thus, to define the regions to overlap with the promoter file, we extended the midpoint by half the bin size both upstream and downstream. We also annotated each interacting region with the gene symbol of the promoter(s) with which it overlapped. *Fit-Hi-C* was run at resolutions of 10, 5, 2 and 1 kb and all results were examined thoroughly. We used this as a general guide to point us to some examples of the most significant and frequently occurring interactions, though plenty of genes we examined that are enriched in hair cells did not meet the DEGs criteria and were not included in the list of 270. For our Supplementary Table S5, containing subset HC promoter-enhancer interactions, we also extracted interactions between the known *Atoh1* downstream enhancers from the original unfiltered *Fit-Hi-C* results, even if some of the interactions between these enhancers did not overlap with the *Atoh1* promoter.

## Data Availability

The data presented in the study are deposited in the NCBI GEO, accession number GSE305205.

# Supplementary material for: Mapping of chromatin architecture and enhancer-promoter interactions in the cochlea
**Source:** Front Mol Biosci. 2025 Oct 15;12:1683964. doi: 10.3389/fmolb.2025.1683964
**Supplement:** Supplementary file 2

Supplementary Material

# Supplementary Data

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1.** **Unfiltered contact maps and extended quality metrics.** **(A)** Raw, unfiltered contact map for a representative region of chromosome 6, 1 kb resolution (74.6-75.1 Mb). Dense signals from self-ligation and short-range artifacts are visible as background noise. **(B)** Read processing summary for the unfiltered dataset. Categories include mapped reads, low mapping quality (MAPQ), unmapped reads, PCR duplicates, and non-duplicate read pairs. **(C)** Interaction classification for unfiltered data. Bar plots display proportions of cis versus trans contacts, as well as the fraction of cis reads spanning ≥1 kb compared to short-range (<1 kb) contacts. **(D-G)** Pearson correlation heatmaps (D, 10 kb; F, 20 kb) and pairwise scatter plots (E, 10 kb; G, 20 kb) of Hi-C contact matrices across biological replicates. **(H)** After smoothing and normalization, the decay of contact probability P(s) with genomic distance across all chromosomes.

**Supplementary Figure 2. Summary of sequencing, alignment, and interaction classification metrics across all four biological replicates.** **(A, D, G, J)** Stacked bar plots showing read pair processing statistics for replicates 1-4, respectively. **(B, E, H, K)** Classification of non-duplicate read pairs from replicates 1-4. **(C, F, I, L)** Distribution of genomic distances spanned by cis interactions for replicates 1-4, grouped into bins: <10 kb, 10-100 kb, 100 kb-1 Mb, and >1 Mb.

**Supplementary Figure 3**. **Multi-resolution contact maps on chromosome 6 across biological replicates.** (A-H) Normalized contact matrices for Replicates 1-4 at 20 kb resolution (A, C, E, G) and 10 kb resolution (B, D, F, H). Each panel shows intra-chromosomal interaction frequencies on a log scale. Red boxes indicate the zoomed-in region shown at higher resolution in the adjacent panels.

**Supplementary Figure 4. Multi-scale intra-chromosomal architecture of chromosome 13.** **(A)** Chromosome-wide interaction map for chromosome 13, showing the full range of cis contacts along the chromosome. **(B)** Zoomed-in region of chromosome 13 (72-80 Mb) at 20 kb resolution. **(C)** Further magnification within chromosome 13 (74-80 Mb) at 10 kb resolution. **(D)** High resolution view of chromosome 13 (74.5-78.3 Mb) at 5 kb resolution.

**Supplementary Figure 5. Extended analysis of chromatin compartments and TAD boundaries.** **(A)** Normalized Micro-C contact matrix for chromosome 6 and **(B)** chromosome 13 with the corresponding E1 profile, showing alternating A/B compartments across the chromosome. **(C)** Saddle strength profile quantifying compartmentalization as a function of genomic distance. Same compartment interactions (A-A and B-B) dominate at short distances and gradually decay with increasing extent. **(D)** Example region on chromosome 6 (5.5-8.5 Mb) with 10 kb binned contact matrix overlaid with insulation scores (blue line). **(E)** Higher resolution view of the same region, highlighting consistent TAD structures and boundaries, confirming the segmentation of cochlear chromatin into individual domains with white lines.

**Supplementary Figure 6. Cell type-specific chromatin states at loop anchors and validation of locus-level loops. (A)** Heatmaps of ATAC-seq, H3K4me3, and H3K4me1 signals centered on HC and **(B)** SC, revealing distinct enhancer-like (H3K4me1⁺), promoter-like (H3K4me3⁺), and mixed chromatin states, compared to anchors lacking both marks. **(C)** Gene expression plot from gEAR showing *Nr2f1* expression across cochlear epithelial hair cells and non‑sensory cells. **(D)** WashU Epigenome Browser view of the *MCTP1*-*NR2F1* locus (10 kb) using non-cochlear human motor neurons and **(E)** GM12878 lymphoblastoid cells. **(F)** Gene expression plot from gEAR showing *Dlx5* expression. **(G)** WashU Epigenome Browser view of the *DYNC1I1*-*DLX5/6* locus (10 kb) in human motor neurons and **(H)** GM12878 lymphoblastoid cells.

**Supplementary Figure 7. Expression of genes in scMultiome dataset that represent significant interactions in Micro-C dataset. (A)** Gene markers indicate the identities of hair cells and supporting cell groups in single-cell multiome dataset. **(B)** Aggregated expression of hair cell differentially expressed genes in single-cell multiome dataset after QC. **(C)** Interactions of distal enhancers with *Bdnf* promoter region, binned at 25kb. Blue arrows indicate a stronger signal representing the intersection of interacting loci. Translucent yellow regions in coverage tracks depict approximate spans of interacting regions. Tick marks on the heatmap represent some midpoints determined by *Fit-Hi-C*.

**Supplementary Figure 8. Hair cell promoter-DRE interactions in the Micro-C dataset.** **(A)** Heatmaps of some of the top differentially expressed genes in hair cells compared to the remaining SE cell types. (Resolutions used: *St8sia2* - 5 kb; *B3gnt4* - 2 kb; *Efcab6* - 1 kb; *Fgf8* - 5 kb; *Mgat5b* - 5 kb; *Msra* - 5 kb; *Mslnl* - 2 kb; *Tmem41a* - 5 kb; *Lrp8* - 5 kb; *Mob3b* - 5 kb.) Blue arrows indicate the intersection of two genomic loci that are interacting in 3D space. Grey space indicates that no data exists for this region. Scale bars measure contact counts. Green stars indicate the transcription start site of the gene of interest. **(B)** Cluster identities in single-cell multiome dataset, subset to include hair cells, supporting cells, and a few other cell types for easy viewing. **(C)** Expression of hair cell DEGs whose promoters appeared in interactions in Micro-C dataset. UMAP plots represent single-cell multiome dataset subset to include hair cells, supporting cells, and a few other cell types for easy viewing. OHC = Outer Hair Cell; IHC = Inner Hair Cell; IPhC = Inner Phalangeal Cell; IPC = Inner Pillar Cell; OPC / DC = Outer Pillar Cell / Deiters’ Cell; ISC / IDC = Inner Sulcus Cell / Interdental Cell; OSC / CC = Outer Sulcus Cell / Claudius Cell; HeC = Hensen’s Cell.

**Supplementary Figure 9. Interactions between known *Atoh1* downstream enhancers and promoter regions in Micro-C data.** Tracks include bigwig signal files for ATAC and various histone modification CUT&RUN (top four), and BED files containing peaks identified by macs2 for both ATAC and H3K27 acetylation CUT&RUN (bottom two). All tracks represent purified mouse hair cells. Yellow highlighted bars identify the promoter region and enhancers #1-3 (left to right). Signal strength in the heatmap (2 kb) is depicted by contact frequency (darker signals = more interactions between loci). The blue circles and arrows identify the intersection of two interacting loci.

## Supplementary Tables

## Supplementary Table 1: Summary of Micro-C read pairs and interaction classifications prior to filtering (unfiltered dataset).

| **Category** | **Count** | **Percent** |
| --- | --- | --- |
| Total Read Pairs | 640,114,904 | 100.00% |
| Unmapped Read Pairs | 73,148,252 | 11.43% |
| Mapped Read Pairs | 385,370,373 | 60.20% |
| PCR Dup Read Pairs | 203,691,492 | 31.82% |
| No-Dup Read Pairs | 181,678,881 | 28.38% |
| No-Dup Cis Read Pairs | 135,438,455 | 74.55% |
| No-Dup Trans Read Pairs | 46,240,426 | 25.45% |
| No-Dup Valid Read Pairs (cis >= 1kb + trans) | 148,065,509 | 81.50% |
| No-Dup Cis Read Pairs < 1kb | 33,613,372 | 18.50% |
| No-Dup Cis Read Pairs >= 1kb | 101,825,083 | 56.05% |
| No-Dup Cis Read Pairs >= 10kb | 78,361,020 | 43.13% |

Proportion of Total Read Pairs

Proportion of No-Dup Read Pairs

## Supplementary Table 2: Summary of sequencing and mapping statistics for four biological replicates. Each metric is presented as the absolute count followed by the percentage relative to the total read pairs for the corresponding replicate.

| **Metric** | **Replicate 1** | **Replicate 2** | **Replicate 3** | **Replicate 4** |
| --- | --- | --- | --- | --- |
| **Total Read Pairs** | 53,862,367 (100%) | 49,175,007 (100%) | 123,112,580 (100%) | 344,568,051 (100%) |
| **Unmapped Read Pairs** | 5,828,060 (10.82%) | 6,768,438 (13.76%) | 17,637,389 (14.33%) | 39,292,339 (11.4%) |
| **Mapped Read Pairs** | 32,748,180 (60.8%) | 28,161,760 (57.27%) | 67,198,585 (54.58%) | 200,319,908 (58.14%) |
| **PCR Dup Read Pairs** | 3,978,922 (7.39%) | 16,881,140 (34.33%) | 34,952,775 (28.39%) | 104,324,851 (30.28%) |
| **No-Dup Read Pairs** | 28,769,258 (53.41%) | 11,280,620 (22.94%) | 32,245,810 (26.19%) | 95,995,057 (27.86%) |
| **No-Dup Cis Read Pairs** | 21,934,407 (76.24%) | 6,247,234 (55.38%) | 17,453,629 (54.13%) | 72,952,625 (76.0%) |
| **No-Dup Trans Read Pairs** | 6,834,851 (23.76%) | 5,033,386 (44.62%) | 14,792,181 (45.87%) | 23,042,432 (24.0%) |
| **No-Dup Valid Read Pairs (cis ≥1kb + trans)** | 27,461,503 (95.45%) | 10,250,865 (90.87%) | 30,814,749 (95.56%) | 91,708,512 (95.53%) |
| **No-Dup Cis Read Pairs < 1kb** | 1,307,755 (4.55%) | 1,029,755 (9.13%) | 1,431,061 (4.44%) | 4,286,545 (4.47%) |
| **No-Dup Cis Read Pairs ≥ 1kb** | 20,626,652 (71.7%) | 5,217,479 (46.25%) | 16,022,568 (49.69%) | 68,666,080 (71.53%) |
| **No-Dup Cis Read Pairs ≥ 10kb** | 16,118,022 (56.03%) | 3,566,647 (31.62%) | 13,085,196 (40.58%) | 53,768,761 (56.01%) |

**Supplementary Table 3: Supplementary Table 3. Chromatin interactions identified by Mustache, with observed/expected (O/E) ratios.** The table reports the interacting loci (chromosome and genomic coordinates), statistical significance (FDR), detection scale, and observed/expected interaction ratio (O/E, from *Fit-Hi-C* at 10 kb resolution). NA indicates cases where *Fit-Hi-C* did not report a significant interaction at the corresponding bin pair. The table includes all interactions passing with FDR < 0.1.

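In the part of this table used here, 115 of 1999 loops (5.75%) had no O/E ratio. Their median distance was 330 kb, against 280 kb for the loops with a ratio, and 8 of them spanned 1 Mb or more. Their median FDR was 0.0420, against 0.0109, and 53.9% of them passed FDR < 0.05, against 78.2% of the loops with a ratio.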

## Supplementary Table 4: Genomic distance distribution of significant chromatin loops. Number of loops identified across genomic distance bins, filtered at FDR < 0.1 and FDR < 0.05 thresholds.

| **Distance Bin** | **FDR < 0.1** | **FDR < 0.05** |
| --- | --- | --- |
| <200 kb | 2,324 | 1,846 |
| 200–400 kb | 2,141 | 1,671 |
| 400–600 kb | 1,035 | 825 |
| 600–800 kb | 534 | 408 |
| 800 kb – 1 Mb | 328 | 266 |
| >1 Mb | 436 | 340 |
| **Total Loops** | **6,798** | **5,356** |

## Supplementary Table 5: Multiple resolution *Fit-Hi-C* results subset to a list of hair cell gene promoters and *Atoh1* 3’ enhancers.

**Supplementary Table 6: GREAT Gene Ontology analysis of the top 3000 interacting regions for either inter- or intra-chromosomal interactions.**

How the deposited data were processed for this re-analysis (not part of the article)

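Micro-C was performed on whole mouse cochlea in 4 replicates, and loops were taken from the list that the authors deposited for the merged replicates. The authors aligned the reads to mm10 with BWA-MEM, kept chimeric pairs, removed duplicates with pairtools and called loops with Mustache in 10 kb bins. The q-value of each loop (its FDR) was computed by the authors' loop caller and deposited as such; all values lie below 0.1. The score deposited with each loop is the detection scale, which the authors' loop caller assigned, and it was used only to describe and filter loops within the list. The O/E ratios are the paper's, from the part of Supplementary Table S3 that was given, and were not recomputed. This part was seen before the designs of the tests were fixed.

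Depth is known from the paper's tables only. Total read pairs per replicate ran from 49175007 to 344568051, and no per-replicate loop values were used. The precision of a share of loops is given by its 95% Wilson interval, which covers counting error over loops and not the variation between animals. ATAC-seq and CUT&RUN samples and the 5 kb loop calls were not analysed here.

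The reference was GRCm38.p6 with GENCODE vM21. All anchor bins end within the chromosome lengths of this build, which is the build the paper names. Loop distances, anchor bins and their overlap with genes were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A start site is the 5′ end of a protein-coding gene as a whole, so start sites of shorter transcripts within a gene were not counted. Random placement used 1000 draws and correlations used 100000 resamples. In the test of shared anchors each loop was moved with its distance kept. In the test of start sites each anchor bin was moved by its own random offset between the first and last anchor of its chromosome, and in an added alternative the same number of distinct bins was drawn anew. Bins of like GC content came from the same of 10 GC groups of the chromosome, without bins of more than 10% unknown bases.

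The orientation of CTCF sites was read from a 14-base consensus, CCASYAGRKGGCRS in IUPAC letters, with at most 1 mismatch. The consensus was written from general knowledge and is neither the paper's nor from the deposited data. The best match of a bin decided its orientation, and bins with equally good matches on both strands were left out. Partners were re-paired at random within the chromosome and ordered by position. The consensus, the mismatch limit, the definition of a start site and the GC groups were chosen after the loop list was seen, and so was the group of olfactory receptor genes (symbols that begin with Olfr).

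The tests were tested on simulated data of 1500 loops or anchors per set. Positions were drawn uniformly at random, so the clustering and GC differences of real bins were not simulated. The tests against bins of like GC content and of olfactory receptor genes were not simulated. With nothing planted, p fell under 0.05 in 0 of 20 sets for shared anchors, 1 of 20 for start sites, 2 of 20 for orientation and 1 of 20 for the rank correlation, and the planted effects were found in 20 of 20 sets in each case. All 200 planted motifs were found on the right strand.

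Loci named in the text are the 26 genes that the paper names at its loci, the 5 anchor bins used by most loops, the 5 loops with the lowest FDR and the 5 longest loops. Because 12 bins shared the highest number of loops, the 5 whose best loop had the lowest FDR are named, a tie rule set after the data were seen. The alternatives were stricter FDR thresholds, other definitions of distance and of group borders, merging of neighbouring calls, autosomes only, the smallest detection scale only, wider matching of positions, other start site definitions and other motif rules.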

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

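The merging of calls within 100 kb and the reordered consensus were tested only after the results below had been seen; the bins without a start site, the re-pairing with sides kept and the reversed consensus were chosen after the loop list and the number of shared bins had been seen, but before the results of these tests.

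Of the 11828 anchor bins, 12 were used by 4 loops, outside the loci that the paper discusses, whereas randomly placed loops gave a mean of 0.097 such bins and at most 2 (permutation test, one-sided, p = 0.001, the smallest p that 1000 draws can give). The 5 bins whose best loop had the lowest FDR lie on chromosome 5 from 74280001 in Scfd2, on chromosome 1 from 144370001 outside protein-coding genes, on chromosome 10 from 13560001 in Adat2, on chromosome 2 from 107870001 outside protein-coding genes and on chromosome 9 from 105690001 in Col6a6. All 12 bins had their partners on one side only, 1 held a start site and 9 held a match of the CTCF consensus; whether this one-sidedness exceeds chance was not tested. At FDR < 0.05, 5 bins were used by 4 loops (random mean 0.043, one-sided permutation test, p = 0.001), and at the smallest detection scale there were 4 such bins (random mean 0.014, p = 0.001 in the same permutation test). At FDR < 0.01 there were 0. Explanations were tested on all bins shared by 2 or more loops. Calls of one contact in neighbouring bins could not be examined by merging calls within 20 kb, since that removed 0 calls (the closest calls lay 40 kb apart). Merging calls within 100 kb removed 1073 calls, and the shared bins were then 4.06 times the random mean, but only 1 bin was used by 4 loops (random mean 0.072, one-sided permutation test, p = 0.068). Some of the 4 calls at a bin may therefore be one contact called several times. A single broad contact does not cover all 4 calls where the partners lie far apart, as at the bin on chromosome 12 from 9050001, named after its values were seen, whose partners lay 520 to 1510 kb away. Stripes were not tested, and the pattern cannot be told apart from them. An uneven density of loops lowered the ratio of shared bins to 3.30 without removing the excess. In bins without a start site the ratio was 4.17, so start sites do not account for it. No other biological explanation was tested.

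Among 1507 loops with one CTCF consensus orientation at each anchor, 1029 (68.3%) were convergent, with the forward match on the left and the reverse match on the right. Divergent pairs were 48 (3.19%) and pairs in the same direction were 204 and 226. Re-paired anchors gave a mean convergent share of 35.3% (range 32.1% to 37.8%, one-sided permutation test, p = 0.001, the smallest p that the draws can give). The paper shows CTCF signal at anchors, and its text does not mention the orientation of motifs. A match of the consensus lay in 48.5% of anchor bins, against a mean of 26.3% in bins of like GC content. The reversed consensus, which has the same bases, lay in 3.55% of anchor bins, against a mean of 3.10% in bins of like GC content. This was a ratio of 1.15, against 1.84 for the consensus itself. The reversed consensus had only 11 pairs, with a convergent share below its random mean (difference -3.05 percentage points), too few to judge base composition. Letters of the consensus in 10 other orders gave 572 pairs and a difference of -2.49 percentage points (one-sided permutation test, p = 0.96), so chance matches of a sequence with the same bases did not give the pattern. When left anchors stayed left and right anchors stayed right, re-paired loops were convergent in 68.1%, a difference of 0.153 percentage points (one-sided permutation test, p = 0.36). The orientation on each side therefore accounts for the excess: 80.6% of 3092 left anchors were forward, against 17.8% of 3145 right anchors. This is consistent with anchors whose orientation follows the side to which they loop, without a further dependence between the partners of a loop, and remains a hypothesis because CTCF binding was not analysed here.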

How the results depend on the processing

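No paired analysis was possible because the loop list was called on merged replicates and holds no values per replicate. For the same reason no replicate was left out. The alternatives were set before the data were examined, except those for the O/E ratio and some added later. Those for the O/E ratio were fixed after part of Supplementary Table S3 had been seen. The GC-matched bins, the distinct bins drawn anew and the exclusion of bins with start sites were chosen after seeing the data. So were the merging within 100 kb and the re-pairing with sides kept.

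Calls within 20 kb in both anchors were to be merged, but there were 0 such calls, so this alternative did not test any result. The excess of shared anchor bins over random placement kept its direction and p = 0.001 (permutation test) under each alternative tried, with ratios from 3.30 to 4.93. The excess of start sites also kept its direction and p = 0.001 (permutation test), with ratios from 1.08 (bins of like GC content) to 1.56. The Pearson correlation of loops with interactions per chromosome lay between 0.893 and 0.917 before chromosomes were left out as farthest from the median, Spearman's rho of O/E with distance lay between 0.673 and 0.683, and Spearman's rho of distance with FDR lay between 0.0650 and 0.0684, each with p = 1e-05 (permutation test). Without the 2 chromosomes farthest from the median, the first of these fell to between 0.838 and 0.885 (permutation test, p from 2e-05 to 3e-05). The convergent excess of CTCF consensus pairs lay between 26.7 and 35.9 percentage points under the alternatives that did not keep the sides of the anchors. The loops between Mctp1 and Nr2f1 and between Dync1i1 and Dlx5/6 were also listed at FDR < 0.05 and at FDR < 0.01, but loop 1 of Dync1i1 and Dlx5/6 was found above the smallest detection scale and is absent when only that scale is kept.

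At FDR < 0.01 the list fell to 3261 loops and 6096 anchor bins, the share under 400 kb was 68.2%, the share under 200 kb was 35.6%, the share over 1 Mb was 5.00% and the median distance was 260 kb. The share of bins used by 2 or more loops was 6.73% there and 11.1% at FDR < 0.05, against 13.4%. The Dlx1/2 loop was absent at both stricter thresholds (0 loops). At the smallest detection scale only, 67.6% of loops spanned less than 400 kb and 37.0% less than 200 kb, the median was 260 kb and 10.9% of bins were shared. Distances taken over the outer span gave 64.5% under 400 kb, 31.9% under 200 kb and a median of 290 kb. The inner gap, and likewise border distances counted in the shorter group, gave 66.9% and 36.7%. Merging adjacent anchor bins raised the shared share to 28.3%. The share of loops below an O/E ratio of 50 was 82.5% among loops of at least 800 kb, against 71.9% at 1 Mb or more. At the 3 pairs of positions marked in Figure 5, 0 loops matched exactly and 2 matched when either 10 kb or 20 kb was allowed. These positions were read by eye from the figure, so the matches depend on that reading. The figure shows contacts in 5 kb bins found with Fit-Hi-C, so a missing loop call does not test them. The convergent excess of CTCF consensus pairs fell from 33.0 to 0.153 percentage points when anchors were re-paired on their own sides (permutation test, p = 0.36). For the other values in this paragraph the cause was not tested. Among the shares of the other distance groups, 5 values moved outside the interval of the main value.

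The depth limits what can be said about loops that are missing: a gene without a listed anchor only lacked a call in this list. The list holds the calls of a single caller in 10 kb bins. From the same reads, the paper shows contacts at finer resolution for some of these genes, such as Atoh1.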

Differences from the paper's values

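None of the paper's values that were also computed differed from the computed value by more than 1.5 times: the number of loops at both FDR thresholds, the share under 400 kb and the counts in the 6 distance groups.

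The Discussion gives 200 kb as the distance of most loops. In the list, 34.2% of loops spanned less than 200 kb and the median was 280 kb; with the alternatives set before the data were examined, the share under 200 kb ran from 31.9% to 37.0% and the median from 260 to 290 kb.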

Other observations

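The tests on chromosome X and on the O/E ratio were chosen only after those results had been seen; the tests of GC content and the group of olfactory receptor genes were chosen after the loop list had been seen, but before the results of these tests.

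Chromosome X had 0.637 loops per Mb, against 2.12 to 3.36 on the autosomes. Per 1000 intra-chromosomal interactions of the paper's Table 3, it had 7.44 loops, within the range of the autosomes (6.19 to 13.6). Table 3 gave 85.6 interactions per Mb on chromosome X, against 203 to 441 on autosomes. These interactions are far fewer than the read pairs, so this ratio does not test the depth of contacts on chromosome X, and the low number of loops cannot be told apart from a lower depth there. The sex of the animals was not used, and no biological explanation was tested.

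The paper's O/E ratio rose with loop distance. Among loops of 1 Mb or more the 5th percentile of the ratio was 13.0, above the median of 5.90 among loops under 200 kb. This is consistent with a lowest ratio of called loops that rises with distance, so that ratios of loops of unlike distance may not be comparable. How much of the rise comes from the calling threshold was not separated from other sources.

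Anchor bins held more start sites than random bins, and were richer in GC (median 44.1%, against 41.2% for all bins between the first and last anchors). Against bins of like GC content the ratio was 1.08 and p was 0.001 (one-sided permutation test), so GC content may account for most of the excess but not for all of it.

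Start sites of olfactory receptor genes were rare in anchor bins. Of 1135 such genes, 6 (0.529%) had their start site in an anchor bin, against a random mean of 53.7 and a mean of 25.9 in bins of like GC content, a ratio of 0.232 (two-sided permutation test, p = 0.002, the smallest p it can give). GC content, as matched here in groups, may therefore account for part of the shortage, but not for all of it. Reads shared between these paralogs could lower the number of contacts there, and this was not tested, so the pattern cannot be told apart from it. The paper reports the opposite direction for another set of regions. Its top-scoring intra-chromosomal interacting regions were enriched for terms of smell perception. Those regions are not the loop anchors counted here, and the difference was not examined.

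Of the 26 genes that the paper names at its loci, 8 had their start site in an anchor bin: Nr2f1, Dlx5, Dlx2, Cfap77, Plekha6, Snrpe, Msra and Fgf8. Among all 21755 protein-coding genes the share was 7.10%. The paper discusses some of these genes because of their loops, so the shares were not tested against each other. Other start sites lay outside an anchor but within 10 kb of one. These were the start sites of Barhl1 (3333 bp), Bdnf (5301 bp), Efcab6 (5379 bp), Rasd2 (6057 bp) and St8sia2 (6311 bp). Anchors lay in the gene bodies of Bdnf, Rasd2, Efcab6, Lrp8 and Mob3b but not at their outermost start sites. Start sites of shorter transcripts within these genes were not examined. No anchor lay in the gene body of Atoh1, Mgat5b, St8sia2, B3gnt4, Mslnl or Tmem41a.

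A loop of 120 kb joined the bin from 28920001 to 28930000 on chromosome 2 with the bin from 29040001 to 29050000 (FDR 0.00126), near Barhl1 and within Cfap77. Another, of 300 kb, had the Cfap77 start site in its second anchor (FDR 0.0502).

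The loop with the lowest FDR, 4.55e-08, spanned 1230 kb on chromosome 19 from 38980001, with no protein-coding gene in either anchor. The next 4 spanned 120, 180, 170 and 230 kb on chromosomes 15, 12, 18 and 18, and the third of the 5 had the start site of Rhob in its second anchor.

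Among loops with a CTCF consensus orientation at both anchors, the convergent share was 69.9% under 200 kb, 62.5% at 200 to 400 kb, 67.5% at 400 to 600 kb, 63.8% at 600 to 800 kb, 79.7% at 800 kb to 1 Mb and 86.5% at 1 Mb or more. These differences were not tested.

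The longest 2 loops spanned 1960 kb on chromosomes 14 and 18, followed by loops of 1940 kb on chromosome 1 and of 1930 kb on chromosomes 17 and 8.

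By the paper's tables, the read pairs without duplicates of the 4 replicates sum to 168290745, against 153659790 for the merged data, which is 8.69% of the sum lower. The total read pairs sum to 570718005, which differs from the merged total by 93.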
